# Follicle-intrinsic and spatially distinct molecular programs drive follicle rupture and luteinization during ex vivo mammalian ovulation

**DOI:** 10.1038/s42003-024-07074-9

**Published:** 2024-10-23

**Authors:** Emily J. Zaniker, Jiyang Zhang, Daniela Russo, Ruixu Huang, Kristine Suritis, Riley S. Drake, Esther Barlow-Smith, Alex K. Shalek, Teresa K. Woodruff, Shuo Xiao, Brittany A. Goods, Francesca E. Duncan

**Keywords:** Reproductive biology, Transcriptomics

## Abstract

During ovulation, the apical wall of the preovulatory follicle breaks down to facilitate gamete release. In parallel, the residual follicle wall differentiates into a progesterone-producing corpus luteum. Disruption of ovulation, whether through contraceptive intervention or infertility, has implications for women’s health. In this study, we harness the power of an ex vivo ovulation model and machine-learning guided microdissection to identify differences between the ruptured and unruptured sides of the follicle wall. We demonstrate that the unruptured side exhibits clear markers of luteinization after ovulation while the ruptured side exhibits cell death signals. RNA-sequencing of individual follicle sides reveals 2099 differentially expressed genes (DEGs) between follicle sides without ovulation induction, and 1673 DEGs 12 h after induction of ovulation. Our model validates molecular patterns consistent with known ovulation biology even though this process occurs in the absence of the ovarian stroma, vasculature, and immune cells. We further identify previously unappreciated pathways including amino acid transport and Jag-Notch signaling on the ruptured side and glycolysis, metal ion processing, and IL-11 signaling on the unruptured side of the follicle. This study yields key insights into follicle-inherent, spatially-defined pathways that underlie follicle rupture, which may further understanding of ovulation physiology and advance women’s health.

## Abstract (web summary)

Molecular profiling of ex vivo ovarian follicles reveals key asymmetric pathways that underlie follicle rupture and luteinization during ovulation

## Introduction

Ovulation involves the coordinated release of the cumulus oocyte complex (COC) from the ovarian follicle, which is essential for human fertility. Altered ovulation resulting from endocrinopathies, ovarian pathologies, iatrogenic dysfunction, idiopathic anovulation, or ovarian aging are all associated with subfertility or infertility^1–4^. In addition, ovulation represents an important biological process that can be targeted for the development of non-hormonal contraceptives by identifying ways to block follicle rupture during ovulation without interfering with hormone production during the luteal phase. Such contraceptives would represent a significant advance given that currently available hormonal contraceptives exhibit side effects ranging from mood changes to increased risk of blood clots, resulting in non-use or mis-use^5,6^. Improving our understanding of ovulation on a molecular level, therefore, would have important implications for human health and fertility.

The functional unit of the ovary is the follicle, which is comprised of the germ cell or oocyte surrounded by somatic granulosa cells that support oocyte growth and ovarian hormone homeostasis. Humans are born with a finite pool of follicles, most of which will undergo atresia and will never produce a mature egg^7–11^. A subset of these follicles will develop into antral stage follicles which are characterized by fluid-filled cavities surrounded by mural granulosa cells that form the follicle wall and cumulus granulosa cells which surround the oocyte^7,12–15^. During follicle growth, preantral follicles are symmetric with respect to the organization of the oocyte and its somatic cells, whereas antral follicles exhibit asymmetry with the COC offset within the follicle^16^. In humans, a complex interplay of pituitary gonadotropin hormones and local ovarian factors lead to selection of one follicle, called the dominant follicle, which will fully mature to the ovulatory stage^17–19^. At the time of ovulation, a surge of luteinizing hormone (LH) from the pituitary triggers the process of ovulation by which the dominant follicle ruptures open to release a COC containing a fertilization-competent gamete^20–25^. During ovulation, prominent asymmetric remodeling occurs throughout as the extracellular matrix (ECM) and cellular layers in a distinct region of the follicle wall adjacent to the ovarian surface epithelium are degraded, and the contralateral side of the follicle signals peripheral angiogenic cell invasion, and vasodilation, as well as contractions of the cells in the follicle periphery^12,18–21,26–47^. These cascades culminate in the rupture and release of the COC. The remainder of the follicle wall opposite the site of rupture then undergoes a process of tissue remodeling and cellular transformation called luteinization, where granulosa and theca cells differentiate or luteinize into progesterone-producing luteal cells^18,20,21^. These cells form a transient endocrine structure called the corpus luteum that supports the hormonal axis of the ovulatory cycle and signals change in the uterine lining to stimulate glandular secretion that supports early embryonic development in the case of pregnancy^21,48,49^. Regression of the corpus luteum following ovulation leads to a decline in progesterone levels, which induces shedding of the endometrial lining of the uterus during menstruation^50–52^.

The coordinated processes of follicle rupture on one side of the follicle and luteinization on the opposite side demonstrate a striking asymmetry that is essential for normal follicle function. On a molecular level, there is increased activity of proteases and gelatinases at the site of rupture to facilitate degradation of the ECM in both the follicle wall and the surrounding ovarian surface epithelial cells. In contrast, there is increased expression of protease inhibitors at the opposite side of the follicle wall to maintain tissue integrity in preparation for luteinization^12,31,32,53,54^. This asymmetry may be driven in part by prostaglandin E2 (PGE2) receptor subtypes and other proteins such as those in the semaphorin 7 A (*Sema7a*) family^32,55^. Ovarian microvascular remodeling and smooth-muscle functions also act asymmetrically within the follicle wall during the periovulatory period. In response to the LH surge, there is a decrease in blood flow on the ruptured side, which drives apoptosis and degradation of the rupture site, and a concomitant increase in blood flow on the unruptured side that supports influx of immune cells and provides a vascular supply for the developing corpus luteum^12,33–39,56–71^. Smooth muscle-like contractions are also spatially restricted to the unruptured side of the follicle wall, which is thought to exert a mechanical force that contributes to follicle rupture and COC release to the ovarian surface where it is ultimately picked up by the fimbria of the oviduct^33–35,39,43–47,72–74^.

Despite the essential role that spatial asymmetry plays in follicle rupture during ovulation, there are no existing studies that characterize the functional outputs and molecular signatures of the distinct cell populations on each side of the follicle wall. A comprehensive profile of the molecular pathways that underlie the distinct phenotypes of the ruptured and unruptured sides is lacking given the technical challenge of separating these specific regions of the follicle in vivo. In this study, we used a mouse model of ex vivo follicle growth and ovulation to model both follicle rupture and luteinization to comprehensively assess the follicle-intrinsic functional and molecular signatures of distinct regions of the follicle wall^75–91^. Importantly, this model recapitulates the hormone signaling, transcription factors, proteolytic genes, and inflammatory pathways that occur during in vivo ovulation, thereby enabling high resolution interrogation of the ovulatory period in a tightly controlled system^78,92^. Specifically, we found spatial differences in the luteinization capacity and several asymmetric pathways within the ovulatory follicle wall, demonstrating that the two sides of the follicle wall are functionally and molecularly distinct.

## Results

### The unruptured and ruptured side of the follicle wall exhibit functional differences following ovulation induction

Ex vivo cultured mouse follicles recapitulated the transition from symmetric early stage preantral follicles to asymmetric antral stage follicles seen in vivo (Fig. 1A–C)^79–86^. Early secondary stage follicles, both in vivo and ex vivo, began as symmetric structures with uniform layers of granulosa cells surrounding the oocyte (Fig. 1A). As follicles matured, they grew asymmetrically and formed a fluid-filled antral cavity that expanded and contributed to the formation of the eventual site of rupture (Fig. 1A). Brightfield images showed that alginate-encapsulated follicles maintained 3D architecture and exhibited asymmetrical growth as early as day 4 of culture, which was driven by formation of the antral cavity and differentiation of granulosa cells into sub-populations of mural granulosa cells that formed the follicle wall and cumulus cells that surround the oocyte (Fig. 1A, B, Supplementary Data 1). The asymmetry in our ex vivo model replicated what was seen in vivo, where the antral cavity formed adjacent to the ovarian surface epithelium and initiated the site of rupture during ovulation, while the remnant of the follicle wall involuted to form the progesterone-producing corpus luteum (Fig. 1A, C). Our ex vivo model, therefore, is a powerful tool to study these follicle sides individually in a controlled model system by manually microdissecting follicles to separate these distinct regions. To harness this asymmetry for our study, we first needed to identify morphologic features that reliably predict the site of rupture (Fig. 1C, D). Using a machine learning model, we demonstrated that a consistent zone of rupture could be distinguished within the region of the follicle wall with reduced optical density resulting from antrum formation (Fig. 1D). Regions of reduced optical density, identified by heat maps in the machine learning model, was used to guide decisions on microdissection to separate the putative ruptured and putative unruptured sides with the COC removed (Fig. 1D–F). In the post-hCG condition, follicles were microdissected to separate the actual site of rupture from the unruptured side of the follicle wall and the COC was removed (Fig. 1E, G).

**Fig. 1:**
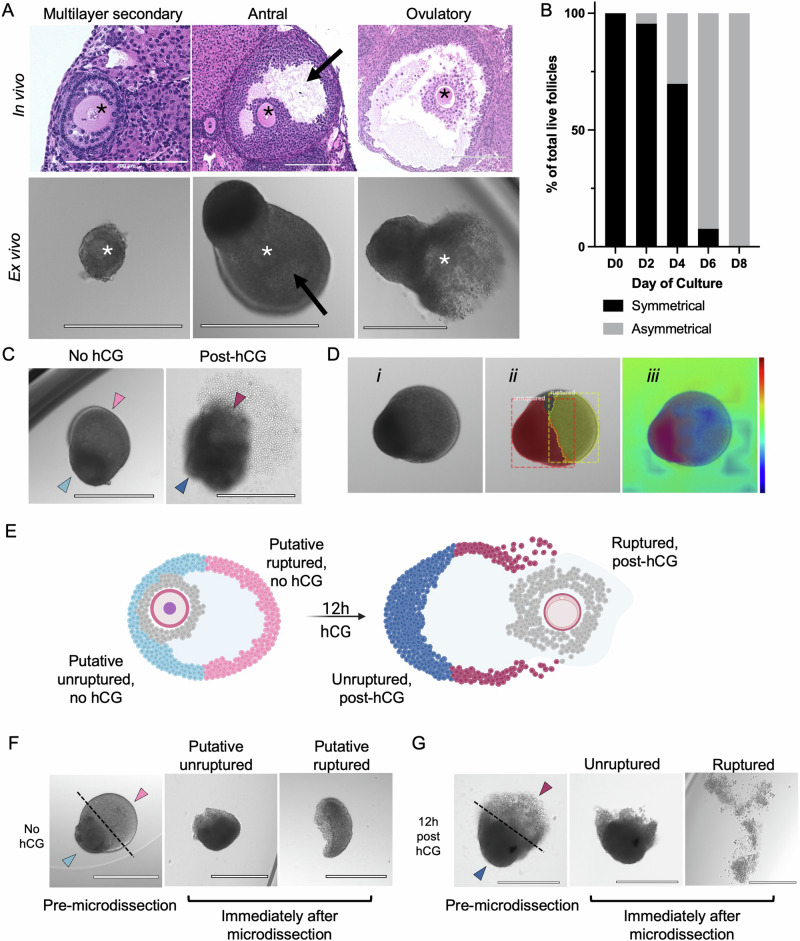
Follicles develop an asymmetric morphology prior to ovulation both in vivo and in vitro, which can be used to predict the site of follicle rupture. **A** During follicle development, follicles grow from a symmetric morphology where the oocyte (asterisk) is surrounded by even layers of granulosa cells, to an asymmetric morphology where the oocyte (asterisk) is surrounded by cumulus cells and a fluid-filled antral cavity forms (arrow). The antral cavity continues to expand and will eventually rupture open to release the cumulus oocyte complex. **B** During ex vivo follicle growth, follicles begin exhibiting signs of asymmetry at around day 4 of culture and become entirely asymmetric by day 8 of culture. *n* = 51 follicles. **C** The site of rupture of follicles grown ex vivo can be reliably predicted based on morphology of the follicle. Rupture occurs in the region of the follicle wall that is expanded due to the antral cavity and is optically lighter in color on brightfield microscopy. **D** Antral stage follicles (*i*) can be subdivided into distinct regions (*ii*) by an object detection model’s prediction of the ruptured (in yellow) follicle region and unruptured (in red) follicle region. (*iii*) The CAM indicates that the model prediction concentrated on differences in cellular density to distinguish between the ruptured and unruptured regions of the follicle. *n* = 92 follicles. **E** Our experimental paradigm refers to these distinct regions as the putative unruptured side and putative ruptured side in the no-hCG condition and as the unruptured and ruptured side in the post-hCG condition. **F** Based on morphologic hallmarks of the putative ruptured and unruptured sides and guidance from the machine learning model, follicles in the no-hCG condition can be microdissected. The COC was removed and excluded so that only the contribution of the follicle was analyzed. Images are from the same follicle, before and after microdissection. The pink arrowhead denotes the putative ruptured side and the light blue arrowhead denotes the putative unruptured side. **G** 12 h post-hCG, follicles were microdissected to separate the unruptured region from the region that has ruptured open during ovulation with the COC removed. Images are from the same follicle, before and after microdissection. The dark pink arrowhead denotes the ruptured side and the dark blue arrowhead denotes the unruptured side.

To determine whether there were fundamental differences in the ability of the distinct follicle sides to undergo luteinization in our ex vivo model, we cultured microdissected pieces independently for 48 h following ovulation induction and assessed key outputs of luteinization, including structural remodeling, cellular hypertrophy, and hormone production capacity (Fig. 2A). Non-microdissected follicles cultured for the same period served as controls. At 48 h post-ovulation, the control and unruptured sides formed uniform, spherical cellular aggregates that appeared morphologically similar by transmitted light microscopy (Fig. 2B). In contrast, the ruptured side formed irregularly shaped cellular aggregates as well as small clusters of cells rather than distinct structures (Fig. 2B). The majority of the cells in the control and unruptured side were viable after 48 h as assessed by a live-dead stain, whereas there was a greater percent of dead cells on the ruptured side (Fig. 2C, D, Supplementary Data 1). These findings demonstrate that the unruptured side of the follicle remains viable and functional post-ovulation, which would be expected of the side of the follicle that would be predicted to form the corpus luteum.

**Fig. 2:**
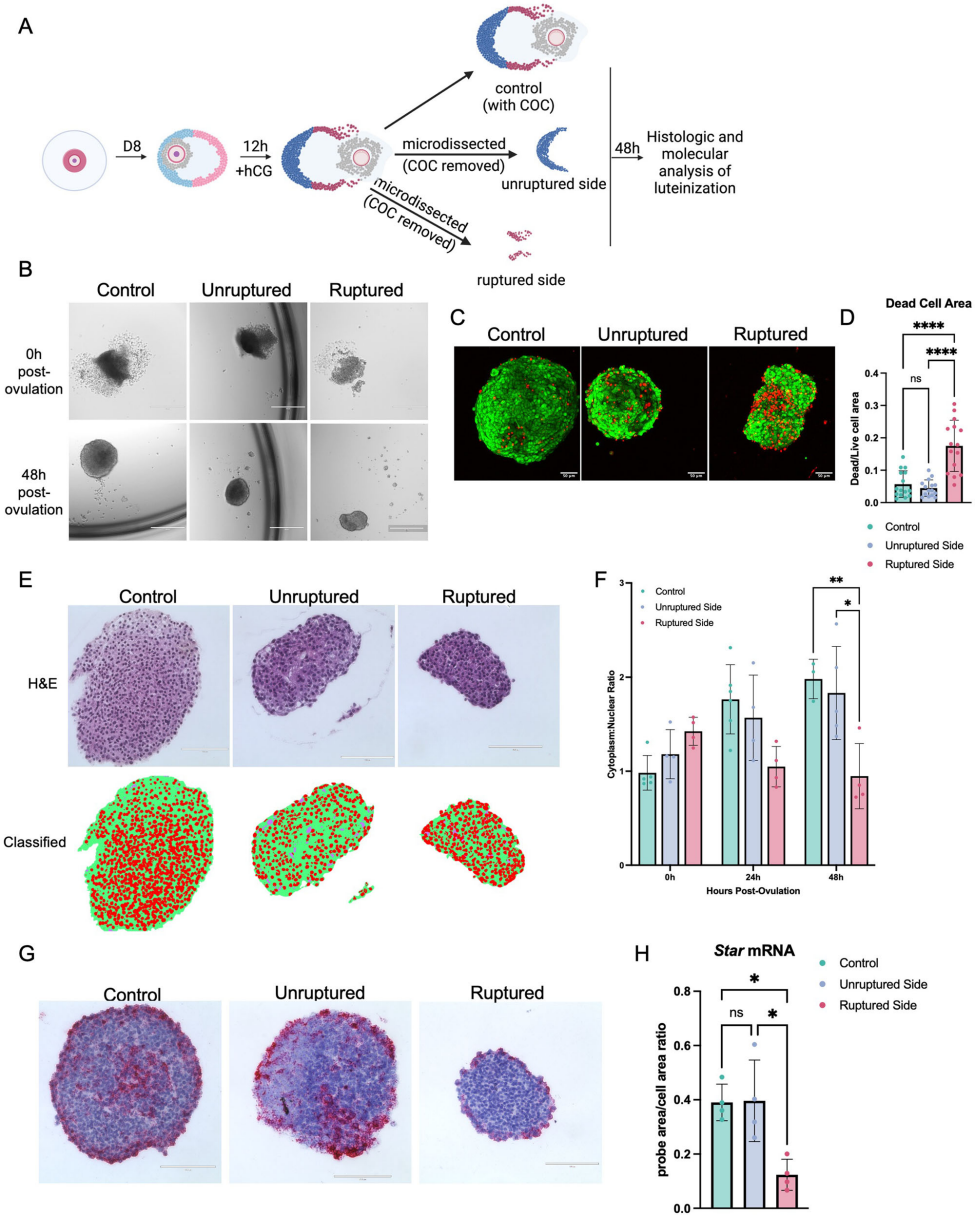
The unruptured side of the follicle wall exhibits key signs of luteinization 48 h post-ovulation, while the ruptured side exhibits signs of cell death during the same period. **A** In our experimental model, we culture follicles in alginate for 8 days until they reach the terminal antral stage. We then remove the follicles from alginate and expose them to media enriched in hCG for 12 h to induce ovulation. Afterwards, follicles were microdissected to separate the unruptured side and the unruptured side with the COC removed. A set of follicles were not microdissected to serve as controls. **B** Brightfield images of control follicles and unruptured sides displayed similar morphology with formation of a dark, round, smooth structure at 48 h post-ovulation under brightfield imaging. The ruptured side remained broken into small pieces that were lighter in color and less uniform. **C** Amount and distribution of cell death was similarly low in the control group and the unruptured sides. There were large pockets of dead cells present in the ruptured sides. **D** The amount of cell death was not significantly different between the control group and unruptured sides and was significantly elevated in the ruptured side. *n* = 15 follicles or follicle sides per group. **E** Hypertrophy of histologic sections was assessed using the Trainable Weka Segmentation plugin on FIJI to quantify the cytoplasmic-to-nuclear ratio. In the classified images, nuclei are colored in red, cytoplasm is colored in green, and background that is visible within the tissue section is classified as purple. **F** Throughout the 48 h period post-ovulation, the cytoplasmic-to-nuclear ratio increased in both the control group and the unruptured sides. The ruptured side exhibited a decrease in the cytoplasmic-to-nuclear ratio during the same period. *n* = 4–6 follicles or follicle sides per group. **G** An RNAscope assay demonstrated similar localization patterns of *Star* mRNA in the control group and the unruptured sides, which were distinct from the ruptured sides. **H** The amount of *Star* mRNA expression in the control and unruptured sides were significantly higher than the ruptured side. *n* = 4 follicles or follicle sides per group.

To determine whether there are functional differences between the follicle sides, we assessed cellular hypertrophy, a histologic hallmark of luteinization that occurs as the cytoplasm of luteal cells expands due to lipid production and steroidogenesis^93,94^. We compared the degree of cellular hypertrophy in distinct follicle regions by quantifying the cytoplasmic-to-nuclear ratio in histological sections (Fig. 2E, F, Supplementary Data 1). The cytoplasmic-to-nuclear ratio increases with increased hypertrophy, and this was observed similarly in the post-ovulatory period in both the control and unruptured sides (Fig. 2F)^95^. In contrast, the cytoplasmic-to-nuclear ratio decreased across the post-ovulatory period in the ruptured side (Fig. 2F). These findings demonstrated that the unruptured side of the follicle had a unique capacity to undergo cellular hypertrophy. To assess steroidogenic capacity of the unruptured and ruptured sides, we analyzed the expression of steroidogenic acute regulatory protein (*Star*) mRNA by in situ hybridization, which is highly expressed in CLs and regulates progesterone synthesis (Fig. 2G)^95^. There was higher *Star* expression in the control and unruptured follicles sides relative to the ruptured side at 48 h post-ovulation, which was consistent with corpus luteum function and the results of histologic analysis of hypertrophy (Fig. 2G, H, Supplementary Data 1). These results demonstrated that the unruptured side, when isolated after ovulation, remained functional and had a unique capacity, relative to the ruptured side, to undergo the structural and molecular changes associated with luteinization.

### The ruptured and unruptured sides of the follicle wall are molecularly distinct

We next wanted to profile the molecular signatures of each follicle side to better delineate the gene programs driving possible functional differences. To do this, we collected follicles at day 8 of culture and separated them into two groups: one that was exposed to hCG for 12 h to induce ovulation and another that was cultured but not exposed to hCG to serve as an unruptured control (Fig. 3A). 

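Follicles from CD-1 mice aged 14 to 16 days had grown in alginate, a hydrogel that keeps their shape, until day 8 of culture. Both groups then spent 12 h in medium with 10% FBS, 10 ng/ml EGF and 10 mIU/ml recombinant FSH, and only the post-hCG group also received hCG, an analog of luteinizing hormone, at 1.5 IU/ml. RNA of each follicle side was amplified as cDNA with Smart-Seq2, a protocol made for very small amounts of RNA, and sequenced as paired-end Nextera XT libraries on an Illumina NextSeq instrument. The libraries analysed here were 15 from the putative unruptured side and 14 from the putative ruptured side without hCG, and 12 from the unruptured side and 13 from the ruptured side post-hCG, 54 in all. The legend of Fig. 3 gives n = 15 follicle sides per group. The sample labels name the tissue as cumulus-oocyte complex, whereas the paper states that the complexes were discarded and only follicle sides were sequenced, and the paper's description was used. The authors aligned the reads to GRCm38 with HISAT2 in a public workflow for Smart-Seq2 data and corrected the counts for batches with ComBat-seq. They deposited an estimated count and a TPM value for 25149 genes in each library. The paper's text does not name the counting program, the gene annotation or the batches, and does not state whether the deposited counts precede the batch correction. Total counts per library ranged from 1506980 to 2657045 (median 2362975) on the putative unruptured side and from 1497071 to 2028982 (median 1744896) on the putative ruptured side. Post-hCG, they ranged from 1777104 to 2386552 (median 2134078) on the unruptured side and from 1766651 to 2834734 (median 2192172) on the ruptured side. The TPM values of the listed genes summed to between 585982 and 678417 per library, less than the fixed total to which TPM values are scaled, so the tables do not hold every feature that was counted.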

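Of the non-zero counts, 72.2% were exactly whole numbers and the others carried fractions, which were rounded before testing. Library sizes were adjusted by the TMM method, and groups were compared gene by gene with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, referred to as edgeR, which is two-sided. Each comparison was fitted on the libraries of its own groups, and genes entered it if they passed edgeR's expression filter with a minimum count of 10 and a minimum total of 15. A positive log2FC means higher expression on the ruptured side or, between media, post-hCG. The SE beside an edgeR log2FC was derived as its absolute value over the square root of the test's F statistic. It therefore adds no information beyond the test itself. Expression levels are given as the mean ± SD of log2(TPM + 1) over the libraries of a group. Differences in log2(TPM + 1) were tested with two-sided permutation tests of 100000 resamples, and those on single genes formed a family of 103 tests for Benjamini-Hochberg adjustment. The tables list genes by symbol, and positions are those of the GENCODE annotation of GRCm38, which held one position for 365 of the 372 named genes found in the tables. Reads shared with paralogs or pseudogenes, or with overlapping genes on either strand, could not be assigned to one of them from the tables. Within each group, all libraries were compared with each other by a chi-square statistic of the counts, whose lowest value per gene was 4.43 on the putative unruptured side, 5.85 on the putative ruptured side, 4.76 on the unruptured side and 5.56 on the ruptured side. No library therefore repeated the counts of another within sampling noise. Neither the labels nor the paper assign the libraries to batches, so no comparison within batches was made. Each follicle was cut into its sides, but neither source states which libraries came from the same follicle. The sides were therefore tested as unpaired libraries.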

Following the 12 h period, follicles in each group were microdissected to separate the unruptured side from the ruptured side (Fig. 3A). In the no-hCG group, these regions were referred to as the putative unruptured and ruptured sides, respectively, since they were microdissected based on predictive morphology (Fig. 1D–F). For both groups, the COCs were removed prior to performing bulk RNA-seq on individual follicle sides (Fig. 3A)^92,96,97^. High-quality sequencing data were obtained from these samples, with thousands of genes detected in each group, with a low fraction of reads mapping to ribosomal genes, and a comparable library size across each group (Supplementary Fig. 1). 

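At least 1 count was found for 14622 ± 194 genes per library on the putative unruptured side (mean ± SD, n = 15) and for 14027 ± 308 on the putative ruptured side (n = 14). The difference of −595 genes passed the threshold of 0.05 (permutation p = 2e-05, 7.2e-05 after Benjamini-Hochberg adjustment over 18 tests of library measures). Counting genes with at least 1 TPM moved it most, to −107 (permutation p = 0.51), and thinning every library to the smallest total moved it to −175 (permutation p = 0.171). Post-hCG, the means were 14112 ± 288 on the unruptured side (n = 12) and 13779.8 ± 362 on the ruptured side (n = 13), a difference of −333 (permutation p = 0.0208, adjusted 0.0469), which was −409 after thinning (permutation p = 0.00014). With a minimum of 10 counts it was −238 and did not pass the threshold (permutation p = 0.198). Total counts were lower on the putative ruptured side, by a mean difference of −534696 (permutation p = 1e-05, the smallest that the resamples can give, adjusted 6e-05), and differed by 112377 post-hCG (permutation p = 0.285). Genes of ribosomal proteins took 5.44% ± 1.21 of the counts on the putative unruptured side and 4.70% ± 0.719 on the putative ruptured side (permutation p = 0.0572, adjusted 0.0936). Post-hCG, their share was 5.04% ± 0.711 on the unruptured side and 3.50% ± 0.531 on the ruptured side (permutation p = 2e-05, adjusted 7.2e-05). Reads on ribosomal RNA genes were not analysed here. Mitochondrially encoded genes took a mean of 7.38% and 6.88% of the counts on the putative unruptured and ruptured sides, and 4.44% and 4.12% on the unruptured and ruptured sides post-hCG. The 10 genes with the most counts took 17.2% on the unruptured side and 22.9% on the ruptured side post-hCG (permutation p = 1e-05, adjusted 6e-05), and 20.4% and 23.0% on the putative sides (permutation p = 0.0421, adjusted 0.0758).

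**Figure D1:**
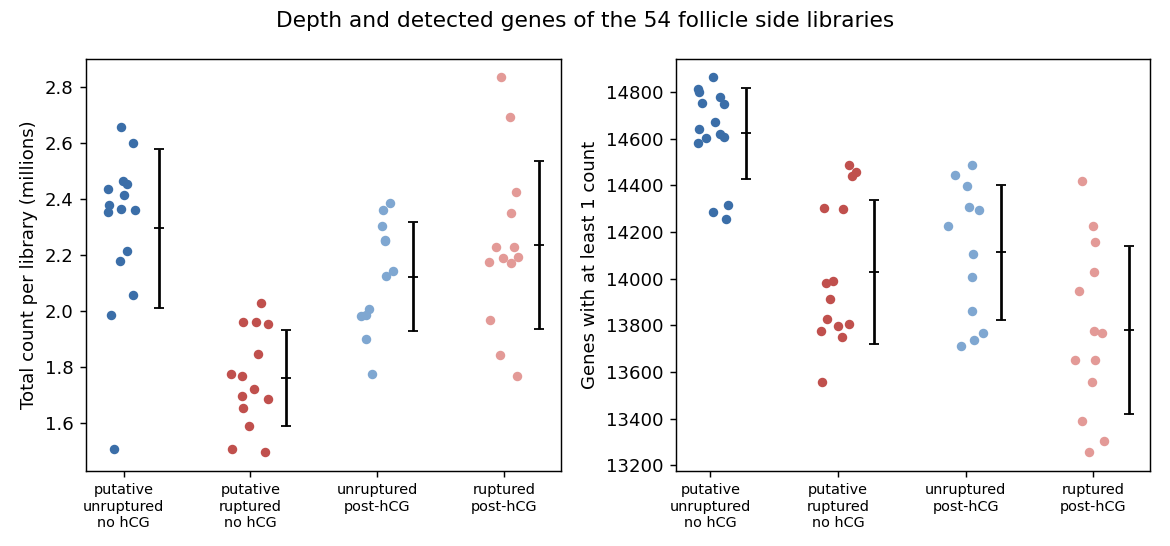
Total count and number of genes with at least 1 count in each of the 54 follicle side libraries, by group, with bars for the mean and SD. The putative ruptured side held the fewest counts, with a median of 1744896.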

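Pearson's r of log2(TPM + 1) between post-hCG libraries was calculated over the 9624 genes with a mean of at least 1 TPM. Its mean was 0.944 between libraries of the same side and 0.928 between libraries of opposite sides. The difference of 0.0155 was larger than in any permutation of the side labels (p = 1e-05, the smallest that 100000 resamples can give), and it fell to 0.00752 without a filter on low values. The ranges overlapped, since the highest r between opposite sides was 0.950 and the lowest within a side was 0.928. Without hCG, the mean r was 0.933 within a putative side and 0.917 between them, a difference of 0.0164 (permutation p = 1e-05). In simulated libraries with no gene changed and the totals of the no-hCG libraries, 12.5% of 200 data sets passed p = 0.05 in this test, against 7.50% with equal totals. The simulation gave every gene the same spread, wider than the biological coefficient of variation of 0.279 in the no-hCG libraries. It also used counts scaled to library totals in place of TPM, so these rates need not hold for the real libraries. After thinning to the smallest total, an alternative chosen after seeing the data, the difference was 0.0172 without hCG and 0.0163 post-hCG. Between media the separation was wider, with a mean r of 0.931 within a medium and 0.857 between media (permutation p = 1e-05 for the difference of 0.0739).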

We also found that samples exposed to hCG were highly correlated, showing distinct clustering of ruptured and unruptured samples (Supplementary Fig. 1). We first performed principal component analysis (PCA) to identify global patterns in the data. The ruptured side and unruptured side samples separated along PC1 in both the no-hCG and post-hCG groups, demonstrating distinct transcriptomic features of the follicle sides (Fig. 3B, C).

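Principal components of log2(TPM + 1) were computed with genes centred and not scaled, over 9876 genes without hCG and 9624 post-hCG with a mean of at least 1 TPM. Without hCG, PC1 held 18.0% of the variance, and scores averaged −18.4 ± 10.0 on the putative unruptured side (SD, n = 15) and 19.8 ± 16.2 on the putative ruptured side (n = 14). The difference of 38.2, or 2.86 pooled SDs, was not reached in 100000 permutations of the side labels (p = 1e-05, the smallest they can give). Of the putative ruptured libraries, 10 of 14 scored above every putative unruptured library. Scaling genes to unit variance moved this result most, to a difference of 16.0 on PC1 (permutation p = 0.297), and the sides then separated along PC2 instead (permutation p = 1e-05). Post-hCG, PC1 held 23.4% of the variance, with scores of −21.6 ± 12.7 on the unruptured side (SD, n = 12) and 19.9 ± 16.3 on the ruptured side (n = 13). The post-hCG difference was 41.5, or 2.82 pooled SDs (permutation p = 1e-05), and 12 of 13 ruptured libraries scored above every unruptured library. From the separation along PC1 in both groups, the paper concludes that the follicle sides have distinct transcriptomic features.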

**Fig. 3:**
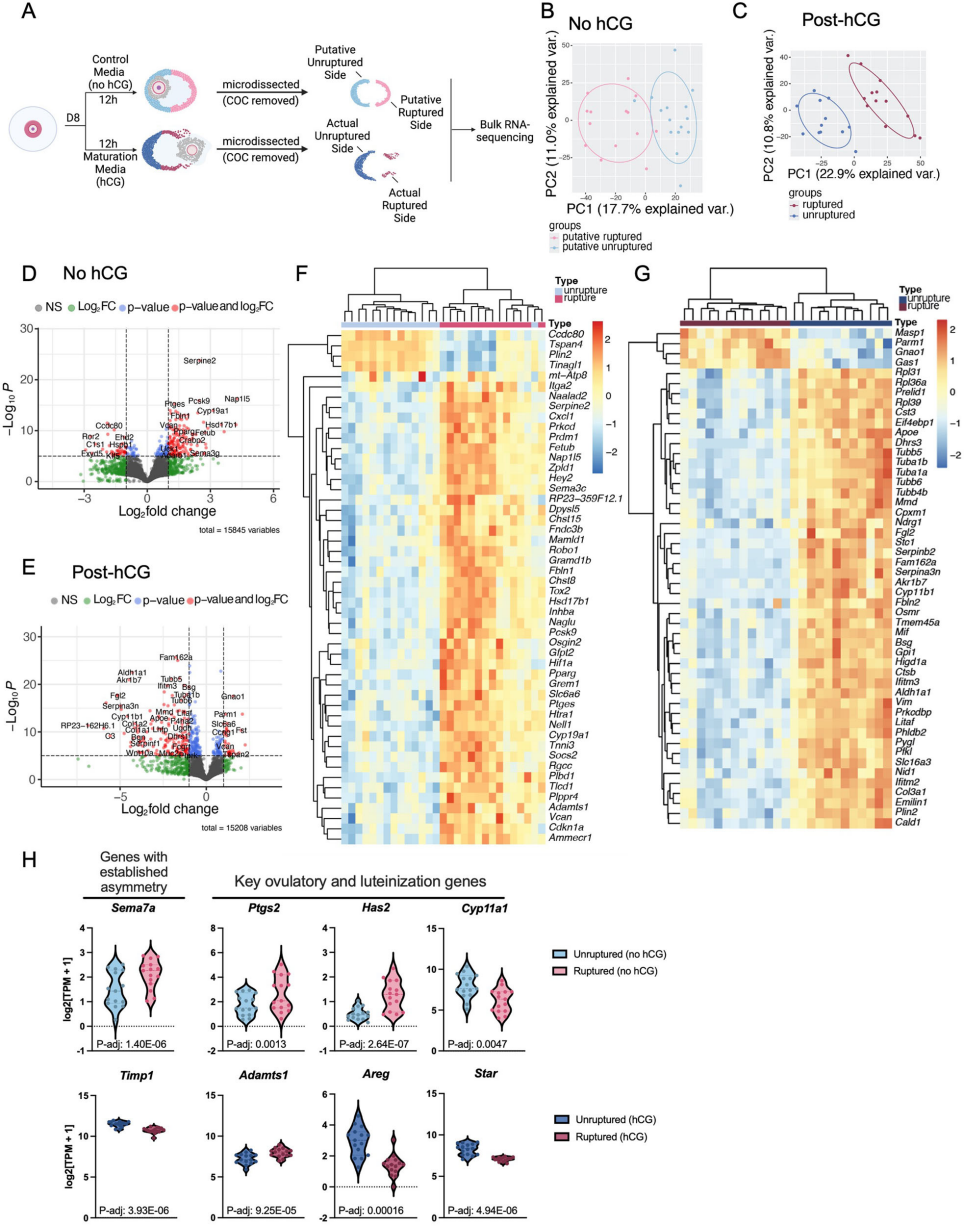
The unruptured and ruptured sides have distinct molecular signatures in both the no-hCG and post-hCG groups. **A** In our experimental model, we cultured follicles to the antral stage in alginate hydrogels. We then removed the follicles from the alginate and cultured them for 12 h in control media (no hCG) or maturation media enriched in hCG. After 12 h, we microdissected the follicles to separate the unruptured side from the ruptured side, and COCs were removed and discarded. Only the individual follicle sides were submitted for bulk RNA-sequencing. *n* = 15 follicle sides per group. **B** Follicle sides in the no-hCG group clustered by follicle side in a PCA plot. Ovals represent 95% confidence interval. Separation along PC1 in the no hCG comparison was driven by genes including collagen type III alpha 1 chain (*Col3a1*), serum amyloid A 3 (*Saa3*), inhibin subunit beta A (*Inhba*), and nucleosome assembly protein 1 like 5 (*Nap1l5*). **C** Follicle sides in the post-hCG group clustered by follicle side in a PCA plot. Ovals represent 95% confidence interval. In the post-hCG comparison, PC1 is driven by genes including aldo-keto reductase family 1 member B7 (*Akr1b7*), insulin like growth factor binding protein 3 (*Igfbp3*), insulin-like peptide 3 (*Insl3*), and aldehyde dehydrogenase 1 family member A1 (*Aldh1a1*). **D** There were 1,058 genes upregulated in the putative unruptured side (no hCG) and 1,041 genes upregulated in the putative ruptured side (no hCG). Red points on the volcano plot represent genes with a log2FC ≥ 1 and a -log10(P-adj) ≥ 5. Under these criteria, there were 128 genes upregulated on the putative unruptured side and 144 genes upregulated on the putative ruptured side. **E** There were 1,085 genes upregulated in the unruptured side (post-hCG) and 588 genes upregulated in the ruptured side (post-hCG). Red points on the volcano plot represent genes with a log2FC ≥ 1 and a -log10(P-adj) ≥ 5. Under these criteria, there were 358 genes upregulated on the putative unruptured side and 38 genes upregulated on the ruptured side. A heatmap of the top differentially expressed genes **F** between the putative unruptured and putative ruptured side and **G** between the unruptured and ruptured side demonstrates that follicle sides cluster together. **H** Our transcriptomic dataset recapitulates patterns of genes with known asymmetry from the literature (*Sema7a, Timp1*) and identifies several known ovulatory and luteinization-related genes as asymmetric during the periovulatory period (*Ptgs2, Has2, Cyp11a1, Adamts1, Areg, Star*).

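Ranked by the size of their loading on PC1 without hCG among 9876 genes, *Col3a1* (−0.111), *Inhba* (0.110), *Nap1l5* (0.102) and *Saa3* (−0.0971) held the ranks 1, 2, 3 and 4, and positive loadings point to the putative ruptured side. *Col3a1*, on GRCm38 chromosome 1, 45311538 to 45349706, was at 8.32 ± 1.65 on the putative unruptured and 4.53 ± 2.81 on the putative ruptured side (log2FC −2.44, SE 0.77, FDR = 0.0239, edgeR), and 13 of 14 putative ruptured libraries lay below the putative unruptured median. *Inhba*, on chromosome 13, 16011851 to 16031621, rose from 5.09 ± 1.62 to 9.56 ± 1.91 (log2FC 4.46, SE 0.64, FDR = 9.28e-06, edgeR), above that median in 14 of 14 libraries. *Saa3*, on chromosome 7, 46711998 to 46715700, was at 5.79 ± 2.05 on the putative unruptured and 2.61 ± 2.42 on the putative ruptured side (log2FC −2.73, SE 0.77, FDR = 0.012, edgeR). A single library, putative unruptured replicate 7, held 1298 *Saa3* counts, 53.5% of its group's, and in a refit without it, chosen after seeing the data, the log2FC was −1.75 (SE 0.66) and no longer passed (FDR = 0.0693, edgeR).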

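Post-hCG, the loadings on PC1 were −0.0751 for *Akr1b7*, −0.0737 for *Igfbp3*, −0.0726 for *Insl3* and −0.0612 for *Aldh1a1*, ranks 2, 3, 4 and 6 by size among 9624 genes, all toward the unruptured side. The largest loading was that of *Col3a1* (−0.103). *Akr1b7*, on GRCm38 chromosome 6, 34412334 to 34423142, was at 6.57 ± 1.86 on the unruptured side and 2.52 ± 0.58 on the ruptured side (log2FC −4.64, SE 0.46, FDR = 2.14e-08, edgeR). *Igfbp3*, on chromosome 11, 7206086 to 7213923, was at 5.10 ± 1.18 and 0.98 ± 1.12 on these sides (log2FC −4.17, SE 0.56, FDR = 2.04e-06, edgeR), and *Aldh1a1*, on chromosome 19, 20492715 to 20643465, at 4.08 ± 0.63 and 0.66 ± 0.62 (log2FC −4.25, SE 0.35, FDR = 1.08e-09, edgeR). *Insl3*, on chromosome 8, 71689214 to 71690575, had 467 counts in all on the unruptured side and 7 on the ruptured side, under the expression filter, and without a filter its log2FC was −5.79 (SE 0.64, FDR = 1.16e-08, edgeR). For each of these 4 genes, 13 of 13 ruptured libraries lay below the unruptured median.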

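With the criteria given for the red points (|log2FC| of at least 1 and an FDR of at most 1e-05), 3 genes were higher on the putative unruptured side and 48 on the putative ruptured side in the edgeR comparison. The DESeq2 Wald test gave 39 and 137 genes, and limma on log2(TPM + 1) gave 5 and 23. With all 4 groups in one edgeR fit, the counts were 29 and 138.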

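Post-hCG, the same criteria were met by 96 genes higher on the unruptured side and 31 higher on the ruptured side in the edgeR comparison. The DESeq2 Wald test, which tested 14430 genes, gave 221 and 59. Limma on log2(TPM + 1) gave 130 and 16.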

In both the no-hCG and the post-hCG groups, there were several thousand differentially expressed genes (DEGs) with a false discovery rate (FDR) < 0.05 (Fig. 3D, E). In the no-hCG group, there were 1058 genes upregulated on the putative unruptured side (downregulated on the putative ruptured side) and 1041 genes upregulated on the putative ruptured side (downregulated on the putative unruptured side) (Fig. 3D, F). 

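In the edgeR comparison of the putative sides, 1613 of 9063 genes tested passed an FDR of 0.05, 812 of them higher on the putative unruptured side and 801 higher on the putative ruptured side. The biological coefficient of variation between libraries of a side was 0.279. The alternative that moved the total most, limma on log2(TPM + 1), called 999 genes, 572 and 427 in the respective directions. DESeq2 called 2041 of 14077 genes, 1550 of which were shared with edgeR.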

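Post-hCG, edgeR called 1833 of 8585 genes past an FDR of 0.05, of which 971 were higher on the unruptured side and 862 on the ruptured side, with a biological coefficient of variation of 0.217. How the genes divided between the sides depended on the scaling of the libraries. With library totals in place of TMM factors, 1830 genes were called on the unruptured side and 397 on the ruptured side, and the median log2FC of all genes moved from 0.01 to −0.14. With limma on log2(TPM + 1), the counts were 2070 and 211, and with DESeq2 they were 1323 and 948.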

In the post-hCG group, there were 1085 genes upregulated on the unruptured side (downregulated on the ruptured side) and 588 genes upregulated on the ruptured side (downregulated on the unruptured side) (Fig. 3E, G). 

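The following genes have the largest log2FC in each direction among those past an FDR of 0.05 with a mean of at least 1 CPM (counts per 1e6 counts) and a count in at least 0.5 of the libraries of the higher group. On the putative ruptured side they were *Inhba*, *Nap1l5* (log2FC 4.42) and *Zpld1* (log2FC 3.79, SE 0.56, FDR = 1.54e-05, edgeR), each above the putative unruptured median in 14 of 14 putative ruptured libraries. On the putative unruptured side they were *RP24-149G20.1* (log2FC −3.21, SE 0.85, FDR = 0.0076, edgeR), a gene on another RP24 clone (log2FC −3.15, SE 0.86, FDR = 0.00964, edgeR) and *C3* (log2FC −3.12, SE 0.71, FDR = 0.0021, edgeR), and the values of the clone-named genes rested largely on one library. Putative unruptured replicate 1 held 2719 counts of *RP24-149G20.1* and 3333 of the other clone-named gene, 87.9% and 88.8% of the group's counts, and without it their log2FC was −0.40 (SE 0.39, FDR = 0.538, edgeR) and −0.21 (SE 0.39, FDR = 0.771, edgeR). The same library held 79.1% of the group's counts of *RP23-42H18.6* (log2FC −2.72, SE 0.67, FDR = 0.00405, edgeR), whose log2FC without it was −0.68 (SE 0.24, FDR = 0.0429, edgeR). Putative unruptured replicate 7 held 53.6% of the group's *C3* counts, and without it *C3* still passed, with a log2FC of −2.09 (SE 0.53, FDR = 0.00616, edgeR). These refits were chosen after seeing the data, and the annotation holds no position for the clone-named genes. Post-hCG, *Fst* (log2FC 2.34, SE 0.29, FDR = 4.59e-07, edgeR), *Gas1* and *Cdh15* (log2FC 2.06, SE 0.34, FDR = 3.67e-05, edgeR) led on the ruptured side, each above the unruptured median in 13 of 13 ruptured libraries. On the unruptured side, *Dhrs3* (log2FC −4.99, SE 0.44, FDR = 3.64e-09, edgeR), *Col3a1* (log2FC −4.94, SE 0.63, FDR = 8.65e-07, edgeR) and *Mmp2* (log2FC −4.85, SE 0.63, FDR = 1.12e-06, edgeR) led, and 13 of 13 ruptured libraries lay below the unruptured median for each.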

The top 10 upregulated genes in each group are shown in Table 1, and the complete list of all DEGs is available in Supplementary Data 2 and 3. Notably, our dataset recapitulates findings from previously published studies that report the asymmetric expression of specific genes during ovulation^12,31,32,54,55^. The gene Sema7a, a regulator of intercellular adhesion that is enriched at the site of rupture prior to ovulation in vivo, was enriched on the putative ruptured side (Fig. 3H)^55^. 

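*Sema7a* lies on GRCm38 chromosome 9, 57940112 to 57962865. Its level was 1.48 ± 0.71 on the putative unruptured side (SD, n = 15) and 2.18 ± 0.53 on the putative ruptured side (n = 14), a log2FC of 1.38 (SE 0.23, FDR = 7.03e-05, edgeR). Among the putative ruptured libraries, 13 of 14 lay above the putative unruptured median (difference in log2(TPM + 1) 0.70, permutation p = 0.0074, adjusted 0.00965).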

Tissue inhibitor of metalloproteinases 1 (*Timp1*), a protease inhibitor that localizes to the region opposite the side of rupture in vivo, was enriched on the unruptured side post-hCG (Fig. 3H)^31^.

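*Timp1*, on GRCm38 chromosome X, 20870166 to 20874735, was at 11.58 ± 0.24 on the unruptured side (SD, n = 12) and 10.79 ± 0.25 on the ruptured side (n = 13) post-hCG. Its log2FC was −0.57 (SE 0.12, FDR = 0.000819, edgeR), and 13 of 13 ruptured libraries lay below the unruptured median. In one edgeR fit of all 4 groups, the log2FC of −0.56 did not pass (FDR = 0.22, edgeR). Without hCG, *Timp1* was at 9.28 ± 1.09 on the putative unruptured and 7.46 ± 1.29 on the putative ruptured side (log2FC −1.54, SE 0.38, FDR = 0.0041, edgeR).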

**Table 1:** Top differentially expressed genes across comparisons between the putative ruptured side vs. putative unruptured side and the ruptured vs. unruptured side post-hCG

	Gene name	Description/Function	Log2 Fold Change	*P*-value (adjusted)
Top DEGs no hCG Putative ruptured (positive)	*Nap1l5*	Nucleosome assembly factor	4.275	5.33E-17
	*Inhba*	TGF-beta family	4.216	6.85E-12
	*Zpld1*	ECM constituent	3.654	1.61E-10
	*Hsd17b1*	Estrogen signaling dehydrogenase	3.519	6.57E-12
	*Paqr6*	Progesterone receptor	3.373	0.000242
	*Vwa5b1*	Von Willebrand factor extracellular protein	3.136	3.51E-05
	*Cyp19a1*	Estrogen biosynthesis enzyme	3.130	1.11E-14
	*Chst8*	Sulfotransferase	2.881	3.33E-11
	*Slc38a5*	Amino acid transporter	2.797	2.30E-07
	*Hsd11b2*	Cortisone signaling dehydrogenase	2.771	4.59E-08
Top DEGs no hCG Putative unruptured (negative)	*RP24-149G20.1*	Unknown	−3.160	0.0404
	*C1s2*	Serine protease	−2.928	6.19E-07
	*Hoxd10*	DNA-binding protein	−2.715	0.00429
	*Fxyd1*	Ion transporter	−2.712	5.72E-05
	*Ror2*	Tyrosine kinase	−2.690	1.33E-09
	*RP23-42H18.6*	Unknown	−2.677	0.0378
	*Stk32a*	Serine/threonine kinase	−2.649	8.45E-05
	*Fxyd5*	Ion transporter	−2.632	2.97E-06
	*F2rl3*	Thrombin-like protein	−2.615	0.0315
	*Ctss*	Peptidase	-2.610	0.00430
Top DEGs post-hCG Ruptured (positive)	*Adam22*	Metallopeptidase	2.254	5.34E-08
	*Gas1*	Cell cycle arrest protein	2.092	1.85E-14
	*Fst*	FSH release inhibitor	2.025	4.27E-11
	*Ear6*	Ribonuclease	2.013	0.00362
	*Cdh15*	Cadherin	1.896	2.60E-06
	*Tspan2*	Tetraspanin	1.720	4.86E-06
	*RP23-56C21.4*	Unknown	1.646	0.0110
	*Porcn*	Wnt signaling	1.575	1.71E-06
	*Kif2c*	Kinesin	1.561	0.00858
	*Gnao1*	Signal transduction	1.553	3.10E-18
Top DEGs post-hCG Unruptured (negative)	*Lama2*	Laminin	−7.435	4.94E-05
	*RP23-162H6.1*	Unknown	−6.863	4.40E-12
	*Ly6a*	Lymphocyte antigen	−6.816	0.00165
	*Insl3*	Insulin-like hormone	−5.951	1.79E-11
	*Serpinb2*	Endopeptidase inhibitor	−5.811	7.95E-17
	*C3*	Complement activation	−5.581	6.86E-10
	*Dhrs3*	Retinol metabolism	−5.170	1.78E-18
	*Fgl2*	Fibrinogen-like protein	−5.130	2.15E-18
	*Serpina3n*	Protease inhibitor	−4.972	3.16E-16
	*Col3a1*	Type III collagen	−4.937	1.83E-15

There was also differential expression of several key ovulatory genes, suggesting that their roles may be spatially-programmed during the process of follicle rupture (Fig. 3H). 

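*Ptgs2*, on GRCm38 chromosome 1, 150100031 to 150108227, was at 1.77 ± 0.85 on the putative unruptured side (SD, n = 15) and 2.54 ± 1.40 on the putative ruptured side (n = 14). The count-based log2FC was 1.71 (SE 0.45, FDR = 0.00696, edgeR), and 11 of 14 putative ruptured libraries lay above the putative unruptured median. With the replicate number as a factor, the log2FC of 1.22 did not pass (FDR = 0.156, edgeR). On log2(TPM + 1), the difference of 0.77 did not pass the permutation test (permutation p = 0.0829, adjusted 0.0938) and did not pass with limma (FDR = 0.23). Post-hCG, the log2FC of 0.83 passed with edgeR (SE 0.29, FDR = 0.0366) and not with DESeq2 (FDR = 0.0578). With edgeR, it did not pass with library totals only (FDR = 0.0917) or all 4 groups in one fit (FDR = 0.148). It did not pass with limma either (FDR = 0.237), and it passed with the remaining alternatives, the lowest FDR being 0.003. The difference in log2(TPM + 1) of 0.44 did not pass the threshold (permutation p = 0.151, adjusted 0.166).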

Prostaglandin-endoperoxide synthase 2 (*Ptgs2*), a known regulator of prostaglandin synthesis and inflammation that is essential for follicle rupture, was enriched on the putative ruptured side (Fig. 3H)^26,28,98^. Hyaluronan synthase 2 (*Has2*), a key regulator of cumulus cell expansion during ovulation, was also enriched on the putative ruptured side and may be important for cumulus migration towards the site of rupture (Fig. 3H)^22,99^. 

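The level of *Has2*, on GRCm38 chromosome 15, 56665627 to 56694539, was 0.51 ± 0.25 on the putative unruptured side (SD, n = 15) and 1.27 ± 0.61 on the putative ruptured side (n = 14). The difference passed the threshold (log2FC 1.92, SE 0.32, FDR = 6.79e-05, edgeR), and 14 of 14 putative ruptured libraries lay above the putative unruptured median. Post-hCG, *Has2* fell under the expression filter, with levels of 0.22 ± 0.18 and 0.06 ± 0.06 on the unruptured and ruptured sides and a log2FC without a filter of −1.67 (FDR = 0.0416, edgeR) that did not pass with DESeq2 (FDR = 0.0511). The interaction of side and hCG was −3.59 on the log2 scale (SE 0.72, FDR = 0.000662, edgeR).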

Cytochrome P450 cholesterol side-chain cleavage enzyme (*Cyp11a1*) is an essential regulator of progesterone synthesis during luteinization, was enriched in the putative unruptured side which may reflect early enrichment of progesterone production machinery (Fig. 3H)^100,101^. 

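*Cyp11a1*, on GRCm38 chromosome 9, 58006411 to 58027023, was at 7.93 ± 1.50 on the putative unruptured side (SD, n = 15) and 6.11 ± 1.45 on the putative ruptured side (n = 14). It was lower on the putative ruptured side (log2FC −1.70, SE 0.48, FDR = 0.0122, edgeR), with 12 of 14 libraries below the putative unruptured median. Post-hCG, its levels of 11.81 ± 0.42 and 12.00 ± 0.41 on the unruptured and ruptured sides did not differ past the threshold (log2FC 0.37, SE 0.17, FDR = 0.12, edgeR). The interaction of side and hCG passed (log2FC 2.07, SE 0.55, FDR = 0.0114, edgeR).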

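For *Adamts1*, on GRCm38 chromosome 16, 85793827 to 85803113, the post-hCG level was 7.33 ± 0.67 on the unruptured side (SD, n = 12) and 7.97 ± 0.58 on the ruptured side (n = 13). The log2FC was 0.92 (SE 0.21, FDR = 0.00131, edgeR), and 10 of 13 ruptured libraries lay above the unruptured median. Without hCG, where levels were lower (3.03 ± 0.44 and 4.01 ± 0.55), the putative ruptured side was also higher (log2FC 1.19, SE 0.15, FDR = 1.8e-06, edgeR).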

ADAM metallopeptidase with thrombospondin type 1 motif 1 (*Adamts1*), a metalloproteinase that is essential for normal follicle rupture, was enriched on the ruptured side post-hCG where it may play a role in the rupture-related remodeling (Fig. 3H)^27,102,103^. 

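*Areg*, the gene of amphiregulin on GRCm38 chromosome 5, 91139599 to 91148432, fell under the expression filter post-hCG, at 3.02 ± 0.98 on the unruptured side (SD, n = 12) and 1.48 ± 0.61 on the ruptured side (n = 13). The difference in log2(TPM + 1) of −1.54 passed the threshold (permutation p = 0.00019, adjusted 0.000326), and 13 of 13 ruptured libraries lay below the unruptured median. Without a filter, the log2FC was −1.82 (SE 0.33, FDR = 0.000112, edgeR). No difference was found between the putative sides (log2FC 0.43, FDR = 0.651, edgeR without a filter), and the interaction of side and hCG was −2.26 (FDR = 0.0238, edgeR).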

Amphiregulin, a regulator of cumulus expansion, progesterone production, and angiogenesis in the periovulatory period, was enriched on the unruptured side post-hCG which may be a driver of early luteinization in these cells (Fig. 3H)^104–107^. 

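*Star* lies on GRCm38 chromosome 8, 25806555 to 25815982. Post-hCG, it was at 8.35 ± 0.67 on the unruptured side (SD, n = 12) and 7.06 ± 0.26 on the ruptured side (n = 13), a log2FC of −0.95 (SE 0.19, FDR = 0.000303, edgeR), with 13 of 13 ruptured libraries below the unruptured median. In one edgeR fit of all 4 groups, it did not pass (log2FC −0.94, FDR = 0.0766, edgeR). Without hCG, *Star* was lower overall, at 5.09 ± 1.16 on the putative unruptured and 2.67 ± 1.72 on the putative ruptured side (log2FC −2.06, SE 0.47, FDR = 0.002, edgeR).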

*Star*, another key driver of progesterone production, was also enriched in the unruptured side post-hCG (Fig. 3H)^21^. These results suggest that our assay recapitulated previously published findings on asymmetric pathways within ovulation and identified several key ovulatory genes that had asymmetric expression during the periovulatory period.

### Asymmetry of transcripts is conserved between ex vivo and in vivo ovulation

To validate the asymmetric expression of transcripts identified in our transcriptomic dataset and determine whether these patterns are relevant to in vivo ovulation, we performed RNA in situ hybridization to visualize several of the top differentially expressed transcripts within the follicle wall using histological samples from our ex vivo follicles and an in vivo time course of ovulation. We specifically validated the expression of FXYD domain containing ion transport regulator 1 (*Fxyd1*), nucleosome assembly protein 1 like 5 (*Nap1l5*), serpin family B member 2 (*Serpinb2*), and growth arrest specific 1 (*Gas1*), since they were among the top differentially expressed genes in the putative ruptured side, putative unruptured side, ruptured side (post-hCG), and unruptured side (post-hCG) respectively (Fig. 4A). To directly quantify asymmetry of these transcripts, we also used a computational strategy to identify hot spots of regionally elevated mRNA transcript levels using Moran’s autocorrelation analysis (Fig. 4B–E, Supplementary Fig. 2)^108^. In this analysis, hot spots are quantitatively identified to reveal spatial patterns of locally elevated mRNA expression relative to the surrounding area.

**Fig. 4:**
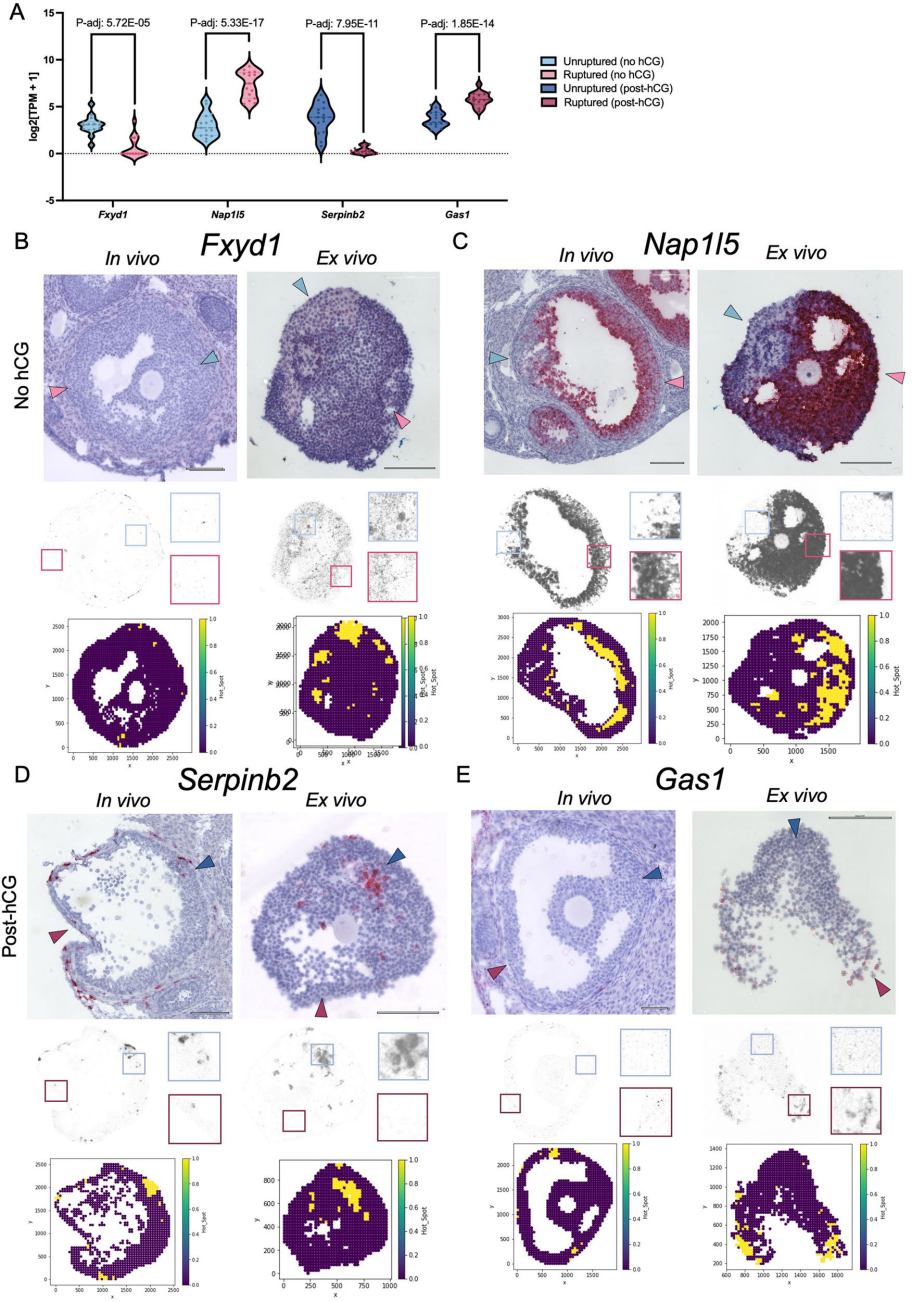
Asymmetric gene expression was validated using RNAscope in situ hybridization assays and was consistent between in vivo and ex vivo follicles. **A** Top differentially expressed genes (*Fxyd1, Nap1l5, Serpinb2, Gas1*) were selected from each comparison for validation. Violin plots are annotated with the adjusted p-value for each comparison. **B** Expression levels of *Fxyd1* were low in both in vivo and ex vivo follicles, but areas of higher signal were identified in the putative unruptured (PU) region of the follicle wall by both image deconvolution and Moran’s autocorrelation analysis. Boxed regions show a higher magnification section of the putative unruptured side (blue) and putative unruptured side (pink) in the color deconvoluted images, where dark spots represent mRNA signal. Yellow regions of Moran’s autocorrelation plots represent hot spots of locally elevated mRNA levels. **C** Asymmetric expression of *Nap1l5* demonstrated enrichment of mRNA in the putative ruptured side (PR) of the follicle wall, both through image deconvolution and Moran’s autocorrelation analysis. **D** *Serpinb2* expression was localized to around vasculature in vivo sections and identified hotspots in the unruptured region (U) of the ex vivo follicles. **E** *Gas1* expression was generally localized in the ruptured side (R) of the follicle wall in both in vivo and ex vivo sections, though the asymmetry is more dramatic in the ex vivo follicles. Representative images were chosen from 4–6 replicates per gene and per condition.

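In the RNA-seq libraries, *Fxyd1*, on GRCm38 chromosome 7, 31051678 to 31057199, was at 3.04 ± 0.99 on the putative unruptured side (SD, n = 15) and 0.71 ± 1.10 on the putative ruptured side (n = 14). These levels rested on few counts: 85 in 15 of 15 putative unruptured libraries and 8 in 5 of 14 putative ruptured libraries. The gene therefore fell under the expression filter, and the test without a filter gave a log2FC of −2.72 (SE 0.52, FDR = 0.000477, edgeR). The difference in log2(TPM + 1) of −2.32 passed the threshold (permutation p = 3e-05, adjusted 7.19e-05), with 13 of 14 putative ruptured libraries below the putative unruptured median.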

*Fxyd1* was highly expressed in the putative unruptured side without hCG exposure. Although the overall transcript level visible with the RNAscope in situ hybridization assay was low in the in vivo follicles, the identified hot spots are all generally localized on the putative unruptured side (light pink arrow) that is opposite of the thinning region of the ruptured side (light blue arrow) of the follicle wall (Fig. 4B). In the ex vivo sections, there were a larger number of mRNA transcripts detected that also had consistent asymmetry with higher expression on one side of the follicle wall (Fig. 4B). 

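*Nap1l5*, on GRCm38 chromosome 6, 58905233 to 58907076, was at 3.04 ± 1.31 on the putative unruptured side (SD, n = 15), 7.39 ± 1.47 on the putative ruptured side (n = 14), 1.62 ± 0.62 on the unruptured side (n = 12) and 3.10 ± 0.75 on the ruptured side (n = 13). The difference between the putative sides passed the threshold (SE of the log2FC 0.51, FDR = 9.85e-07, edgeR).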

*Nap1l5* had highest expression on the putative ruptured side without hCG exposure. In our validation results, there was a clear spatial asymmetry of *Nap1l5* at the 0 h time point as shown by the yellow regions clustered on one side of the follicle wall (Fig. 4C). These clusters are localized to the region of wall thinning that is likely to form the site of rupture in both the in vivo and ex vivo representative follicles (Fig. 4C). *Serpinb2* had highest expression in the unruptured side 12 h post-hCG. 

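*Serpinb2*, on GRCm38 chromosome 1, 107511423 to 107535478, was at 3.69 ± 1.57 on the unruptured side (SD, n = 12) and 0.35 ± 0.38 on the ruptured side (n = 13) post-hCG. It had 1232 counts in all on the unruptured and 24 on the ruptured side, under the expression filter, and without a filter the log2FC was −5.65 (SE 0.55, FDR = 1.18e-09, edgeR). The difference in log2(TPM + 1) was −3.34 (permutation p = 1e-05, the smallest that the resamples can give, adjusted 2.94e-05), and 13 of 13 ruptured libraries lay below the unruptured median.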

At the 12 h time point, there were hot spots identified in the unruptured region both in vivo and ex vivo (Fig. 4D). 

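The post-hCG level of *Gas1*, on GRCm38 chromosome 13, 60174405 to 60177365, was 3.72 ± 0.85 on the unruptured side (SD, n = 12) and 5.66 ± 0.64 on the ruptured side (n = 13). With a log2FC of 2.15 (SE 0.28, FDR = 1.05e-06, edgeR), it lay above the unruptured median in 13 of 13 ruptured libraries.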

Finally, *Gas1* had highest expression levels on the ruptured side at 12 h post-hCG. This pattern was present in the in vivo follicles post-hCG, with higher numbers of hot spots localized to one half of the follicle wall (Fig. 4E). In the ex vivo follicles, the asymmetry was more apparent and restricted to the ruptured region of the follicle wall. 

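In the RNA-seq data post-hCG, *Fxyd1* had 16 counts on the unruptured side and 1 on the ruptured side, a difference in log2(TPM + 1) of −0.99 (permutation p = 0.00287, adjusted 0.00389) that did not pass with DESeq2 (FDR = 0.0738). *Nap1l5* was higher on the ruptured side post-hCG (log2FC 1.76, SE 0.26, FDR = 8.93e-06, edgeR), by less than without hCG (interaction −2.65, FDR = 0.00877, edgeR). *Serpinb2* without hCG had a log2FC of −0.70 that did not pass (FDR = 0.531, edgeR without a filter), while its difference in log2(TPM + 1) of −0.88 gave a permutation p of 0.0259 (adjusted 0.0317). *Gas1* without hCG had the opposite sign, lower on the putative ruptured side and not past the threshold (log2FC −0.70, SE 0.38, FDR = 0.219, edgeR), and its interaction of side and hCG was 2.84 (FDR = 9.72e-05, edgeR).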

Asymmetry was also assessed in post-hCG follicles for *Fxyd1* and *Nap1l5* and in no hCG follicles for *Serpinb2* and *Gas1*, which also exhibited patterns consistent with the transcriptomic results (Supplementary Fig. 2). These results confirm our RNA-sequencing data and provide evidence that there are numerous genes within the follicle wall with asymmetric expression that may be relevant for follicle rupture and early luteinization.

### Transcriptomic results recapitulate known asymmetric processes and identify pathways that may drive follicle rupture and luteinization

Overall, we found many genes that were differentially expressed between the ruptured and unruptured sides and between the putative ruptured and unruptured sides. To determine which pathways were being altered, we performed gene ontology analyses on these lists. In the putative unruptured side, there were enriched pathways related to angiogenesis and smooth muscle functions (Fig. 5A, Table 2). These pathways were driven by genes including junctional cadherin 5 associated gene (*Jcad)*, ras homolog family member J (*Rhoj*), and prostaglandin receptor 3 (*Ptger3*) (Table 2). 

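The gene ontology enrichment itself was not repeated here, and the genes that Table 2 and Supplementary Table 1 list for each pathway were tested as lists. Camera, which asks whether a list ranks higher or lower than the other genes, was run with its preset correlation of 0.01 between genes, and FDR values were adjusted over the 35 lists tested without hCG and the 33 post-hCG. The paper chose its lists for differences between sides in these libraries, so in any comparison of sides neither the counts within them nor the camera and fry results are independent evidence, and they describe the size of the difference only. All 9 angiogenesis genes were lower on the putative ruptured side with a median log2FC of −0.82, and 9 passed edgeR's FDR over all genes and 9 adjusted over the list alone (camera FDR = 1.38e-09, moved most by a correlation estimated from the data, to 0.00989). The 3 genes of smooth muscle function had a median log2FC of −1.61, with 3 past edgeR's FDR over all genes and 3 adjusted over the list alone (camera FDR = 0.00029).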

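*Jcad*, on GRCm38 chromosome 18, 4634878 to 4682869, was at 2.61 ± 0.36 on the putative unruptured side (SD, n = 15) and 1.92 ± 0.45 on the putative ruptured side (n = 14). Its log2FC was −0.79 (SE 0.16, FDR = 0.000749, edgeR), and 14 of 14 putative ruptured libraries lay below the putative unruptured median. *Rhoj*, on chromosome 12, 75308322 to 75401456, had a log2FC of −1.66 (SE 0.34, FDR = 0.000719, edgeR) with 12 of 14 below, and *Ptger3*, on chromosome 3, 157566892 to 157645888, one of −1.61 (SE 0.38, FDR = 0.00299, edgeR) with 13 of 14 below.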

Vasodilation, angiogenesis, and smooth muscle function all play a well characterized asymmetric role within the follicle wall^12,33–39,43–47,56–73^. Another set of highly enriched pathways were related to Wnt signaling and cell polarity. Although these pathways have not been previously described as asymmetric within the follicle wall, disruption of multiple Wnt family members is associated with subfertility and impaired corpus luteum formation^22,109–116^. 

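*Wnt5a*, on GRCm38 chromosome 14, 28504750 to 28527448, was at 2.41 ± 0.53 on the putative unruptured side (SD, n = 15) and 0.95 ± 0.64 on the putative ruptured side (n = 14). It was lower on the putative ruptured side (log2FC −1.91, SE 0.31, FDR = 4.57e-05, edgeR), in 14 of 14 libraries below the putative unruptured median. The Wnt pathway genes *Fzd1* (log2FC −1.51, SE 0.33, FDR = 0.0016, edgeR) and *Prickle1* (log2FC −1.27, SE 0.30, FDR = 0.00255, edgeR) moved the same way. Post-hCG, the log2FC of *Wnt5a* was −1.17 (FDR = 4.84e-05, edgeR).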

Notably, deletion of *Wnt5a*, a gene that was enriched in the putative unruptured side in our dataset, leads to impaired fertility and progesterone production^109^.

**Fig. 5:**
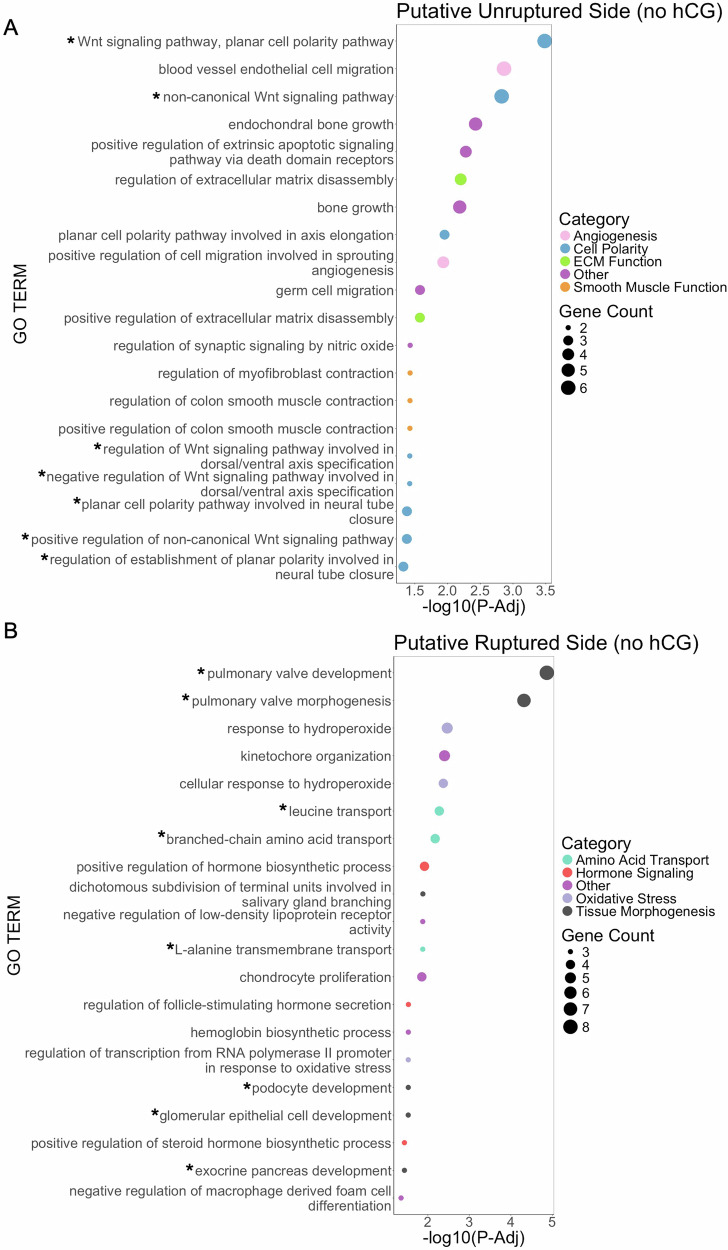
Pathway analysis identifies pathways that are differentially expressed between the putative unruptured and putative ruptured sides (no hCG). GO analysis for biological processes was completed on genes enriched in the (**A**) putative unruptured side and (**B**) putative ruptured side using Gene Ontology powered by PANTHER. The results were then manually categorized to identify trends in enriched pathways. Pathways marked by an asterisk are further described in the manuscript text and included in Table 2.

**Table 2:** Genes driving biological processes identified from differentially expressed genes

Putative Ruptured vs. Putative Unruptured, no hCG				
	**Gene**	**Description/Function**	**Log2 FC**	**P-adj**
Angiogenesis	*Jcad*	Endothelial junction protein	−0.744	2.70E-05
	*Nrp1*	Cell migration regulator	−1.298	3.82E-06
	*Rhoj*	Endothelial adhesion and angiogenesis regulator	−1.547	3.58E-05
	*Hdac7*	Transcriptional regulator	−0.762	0.000487
	*Cxcl12*	Intercrine GPCR ligand	−1.114	5.65E-05
	*Robo4*	Regulator of cell adhesion and angiogenesis	−1.087	2.19E-05
	*Itgb1*	Integrin protein	−0.611	0.000745
	*Amotl1*	Tight junction component	−0.493	0.000641
	*Emp2*	Epithelial membrane protein	-0.575	1.92E-05
Smooth muscle function	*Ptger3*	Prostaglandin receptor	−1.469	0.000427
	*Kit*	Receptor tyrosine kinase	−1.694	1.24E-06
	*Pdpn*	Membrane glycoprotein	−1.304	0.000459
Amino Acid Transport	*Slc3a2*	L-type amino acid transporter	0.743	0.000958
	*Slc7a8*	L-type amino acid transporter	2.000	1.35E-05
	*Slc38a5*	Sodium-coupled amino acid transporter	2.797	2.30E-07
	*Slc7a6*	Basic amino acid transporter	0.449	7.36E-06
	*Slc6a15*	Neutral amino acid transporter	1.110	0.000161
Oxidative Stress	*Ddias*	DNA Damage response	1.066	0.000497
	*Prkcd*	Apoptotic regulator	1.084	1.11E-14
	*Trp53inp1*	Autophagy regulator	0.859	5.47E-07
	*Cd36*	Cell surface glycoprotein	1.698	5.20E-08
	*Hif1a*	Hypoxia inducible factor	1.245	4.97E-10
	*Epas1*	Oxygen responsive transcription factor	1.262	0.000252
	*Apoa4*	Apolipoprotein	2.235	5.04E-06
Tissue morphogenesis and Jag-Notch signaling	*Jag1*	Notch ligand	1.308	2.84E-06
	*Notch2*	Notch receptor	0.450	0.000584
				0.000459
**Ruptured vs. Unruptured, post-hCG**				
	**Gene**	**Description/Function**	**Log2 FC**	***P*-adj**
Response to copper	*Muc2*	Mucin protein	−2.173	2.96E-06
	*Mt1*	Metallothionein	−1.173	3.77E-08
	*Mt2*	Metallothionein	−0.997	7.09E-06
IL-11 signaling	*Jak1*	Protein tyrosine kinase	−0.369	0.000527
	*Il11*	Cytokine	−1.935	0.000984
	*Stat3*	STAT family member	−0.501	4.40E-09
Glycolytic processes	*Eno2*	Enolase enzyme	−1.373	7.61E-10
	*Tpi1*	Isomerase	−0.856	2.03E-13
	*Pkm*	Kinase	−0.667	7.19E-09
	*Pgk1*	Kinase	−0.892	6.51E-08
	*Gapdh*	Dehydrogenase	−0.318	0.000271
	*Galk1*	Kinase	−0.809	1.51E-12
	*Aldoa*	Aldolase	−0.394	1.75E-06
	*Hk1*	Kinase	−0.632	8.63E-06
	*Pfkl*	Kinase	−0.971	1.23E-16
	*Eno1*	Enolase enzyme	−0.641	2.65E-09
BMP signaling	*Fst*	Follistatin	2.025	4.27E-11
	*Heyl*	Transcription factor	1.165	0.000148
	*Comp*	Matrix protein	1.293	2.20E-06
	*Sfrp2*	Secreted frizzled receptor	1.064	1.63E-05
	*Inhbb*	Inhibin	1.396	4.31E-06
	*Notch2*	Notch receptor	0.403	0.000684
	*Runx2*	Transcription factor	0.752	7.44E-09
	*Bmper*	BMP binding protein	0.554	0.000152

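Of the 5 genes that Table 2 gives for amino acid transport, 4 were tested between the putative sides, with a median log2FC of 0.98, and 4 passed edgeR's FDR over all genes and 4 adjusted over the list alone (camera FDR = 0.000122). The corresponding list of Supplementary Table 1 had a median log2FC of 0.93 (camera FDR = 1.19e-05). The oxidative stress list had a median log2FC of 1.39, and 6 of 6 genes tested were past edgeR's FDR over all genes, with 6 adjusted over the list alone (camera FDR = 2.07e-09). Of genes tied to estradiol and FSH, *Cyp19a1*, the aromatase gene (log2FC 3.22, SE 0.38, FDR = 1.05e-06, edgeR), and *Hsd17b1* (log2FC 3.70, SE 0.49, FDR = 3.03e-06, edgeR) were higher on the putative ruptured side, each above the putative unruptured median in 14 of 14 libraries.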

In the putative ruptured side, the upregulated genes were enriched in processes related to amino acid transport, hormone signaling, oxidative stress, and tissue morphogenesis (Fig. 5B, Table 2). Specifically, the genes present in GO terms related to hormone signaling are involved in estradiol and follicle-stimulating hormone (FSH) signaling pathways. 

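*Hif1a*, on GRCm38 chromosome 12, 73901375 to 73947530, was at 6.27 ± 0.45 on the putative unruptured side (SD, n = 15) and 7.44 ± 0.71 on the putative ruptured side (n = 14), a log2FC of 1.29 (SE 0.19, FDR = 1.54e-05, edgeR). *Epas1*, on chromosome 17, 86753700 to 86833410, had a log2FC of 1.48 (SE 0.31, FDR = 0.000962, edgeR), and *Prkcd*, on chromosome 14, 30595354 to 30626210, one of 1.10 (SE 0.13, FDR = 1.05e-06, edgeR). Above the putative unruptured median lay 13 of 14 putative ruptured libraries for *Hif1a*, 14 for *Epas1* and 14 for *Prkcd*.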

Oxidative stress related pathways were driven by genes including hypoxia inducible factor 1a (*Hif1a*), endothelial PAS domain protein 1 (*Epas1)*, and apoptotic regulators like protein kinase C delta (*Prkcd)* (Table 2). Oxidative stress and superoxide generation is known to play a role in driving follicle wall thinning and apoptosis during ovulation^117–119^. 

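*Slc7a8*, on GRCm38 chromosome 14, 54722209 to 54781946, was at 4.99 ± 1.18 on the putative unruptured side (SD, n = 15) and 6.90 ± 1.20 on the putative ruptured side (n = 14), with a log2FC of 1.92 (SE 0.40, FDR = 0.000913, edgeR) and 14 of 14 libraries above the putative unruptured median. *Slc3a2*, on chromosome 19, 8706882 to 8723369, had a log2FC of 0.73 (SE 0.20, FDR = 0.00764, edgeR) with 10 of 14 above, and did not pass with limma on log2(TPM + 1) (FDR = 0.139). *Slc38a5*, on chromosome X, 8271133 to 8280179, fell under the expression filter with 45 counts on the putative unruptured and 233 on the putative ruptured side. Its difference in log2(TPM + 1) was 1.53 (permutation p = 9e-05, adjusted 0.000182), and without a filter its log2FC was 2.88 (FDR = 5.05e-05, edgeR).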

Amino acid transport related genes, including solute carrier family members *Slc3a2*, *Slc7a8*, and *Slc38a5*, were also highly enriched in the putative ruptured side and may play a role in amino acid transport to and from the maturing oocyte. Additionally, enriched pathways related to tissue morphogenesis are driven by signaling of jagged canonical notch ligand 1 (*Jag1*) and notch receptor 2 (*Notch2*). 

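*Jag1*, on GRCm38 chromosome 2, 137081456 to 137116644, had a log2FC of 1.39 between the putative sides (SE 0.25, FDR = 0.000162, edgeR), from 0.49 ± 0.28 (SD, n = 15) to 1.04 ± 0.39 (n = 14), with 14 of 14 putative ruptured libraries above the putative unruptured median. *Notch2*, on chromosome 3, 98013527 to 98150361, had a log2FC of 0.44 (SE 0.11, FDR = 0.00468, edgeR) with 12 of 14 above, which did not pass with limma on log2(TPM + 1) (FDR = 0.218). As a list, both genes passed camera (FDR = 0.00603).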

Jag-Notch signaling has a documented role in early follicle maturation, but any role that it may plan in ovulation has not been fully elucidated^120,121^. In both the putative unruptured and ruptured sides, we found enriched pathways that relate directly to known asymmetric processes during the periovulatory period as well as several pathways that have not been previously reported as asymmetric. Importantly, the known asymmetric processes from in vivo physiology are recapitulated in our ex vivo system even without exposure to hCG. This suggests that the pathways we have identified in this analysis represent ovulatory processes that are driven by follicle-intrinsic changes in gene expression that occur during this period independently of the ovulatory hormonal stimulus and the ovarian microenvironment.

In the post-hCG group, we similarly observed distinct gene expression patterns in the ruptured and unruptured sides (Fig. 6A). In the unruptured side post-hCG, the upregulated genes were enriched in angiogenesis, cell polarity, glycolytic processes, copper signaling, smooth muscle function, and translation (Fig. 6B, Table 2). 

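The angiogenesis genes of Table 2 were again lower on the ruptured side post-hCG as a list, with a median log2FC of −0.88 over the 6 of 9 genes tested, of which 4 were lower on the ruptured side past edgeR's FDR over all genes and 4 adjusted over the list alone (camera FDR = 0.00141). For translation, 80 of the 86 genes of ribosomal proteins tested were higher on the unruptured side, with a median log2FC of −0.39 and 65 past edgeR's FDR over all genes (camera FDR = 2.23e-23). With a correlation estimated from the data, the ribosomal list no longer passed (camera FDR = 0.0892).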

Although several of these processes recapitulated known biology that differentiates the ruptured and unruptured sides, there are also several processes that have not been well characterized during ovulation or may be important for the spatio-temporal process of ovulation. 

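All 10 glycolytic genes of Table 2 were lower on the ruptured side post-hCG, with a median log2FC of −0.74, and 10 passed edgeR's FDR over all genes and 10 adjusted over the list alone (camera FDR = 6.24e-11). Without hCG, the median was −0.40 and the list did not pass (camera FDR = 0.0718), and the difference between media was not tested for lists.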

Glycolysis-related pathways were highly enriched and have been recently shown to be essential drivers of early progesterone production in response to the ovulatory LH surge, which may be the basis of their asymmetric localization and enrichment on the unruptured side^122–124^. 

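*Mt1*, on GRCm38 chromosome 8, 94179082 to 94180327, had a post-hCG level of 10.37 ± 0.68 on the unruptured side (SD, n = 12) and 9.04 ± 0.50 on the ruptured side (n = 13), a log2FC of −1.21 (SE 0.21, FDR = 8.32e-05, edgeR). *Mt2*, on chromosome 8, 94172664 to 94173568, had a log2FC of −1.10 (SE 0.22, FDR = 0.000345, edgeR). Both lay below the unruptured median in 13 of 13 ruptured libraries. The copper list, of which *Muc2* was under the expression filter, passed camera (median log2FC −1.16, FDR = 0.0112) and did not with a correlation estimated from the data (FDR = 0.098). In the IL-11 list, *Jak1* (log2FC −0.38, SE 0.08, FDR = 0.00131, edgeR) and *Stat3* (log2FC −0.49, SE 0.08, FDR = 3.65e-05, edgeR) were higher on the unruptured side (camera FDR = 0.00877 for the list). *Il11* itself had 82 counts on the unruptured and 20 on the ruptured side, with a difference in log2(TPM + 1) of −0.89 (permutation p = 4e-05, adjusted 8.96e-05).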

Other enriched processes include copper ion signaling pathways, driven by upregulation of genes like metallothionein 1 and 2, and IL-11 signaling which have not been previously reported as regulators of ovulation. In the ruptured side post-hCG, there were enriched processes related to bone morphogenic protein (BMP) signaling, ECM function, growth factor signaling, and general cellular functions (Fig. 6B). 

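All 8 genes listed for BMP signaling in Table 2 were higher on the ruptured side post-hCG, with a median log2FC of 1.34, and 8 passed edgeR's FDR over all genes and 8 adjusted over the list alone (camera FDR = 2.22e-09). Between the putative sides, the median was 0.95, with 5 of 8 genes past edgeR's FDR over all genes and 5 adjusted over the list alone (camera FDR = 0.00101).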

BMP signaling pathways, part of the TGF-beta super family, are known to play an important role in regulating ovulation^22,25,125–132^. Several other studies with knockout models of BMP pathway genes show a decreased ovulation rate and diminished ovarian function^125,127,128,132^. BMP receptor expression is high in oocytes, so it is possible that the observed asymmetry in our dataset reflects important communication between the ruptured side of the follicle and the cumulus oocyte complex^25^. The enriched genes in this dataset revealed a wealth of information about the spatially-distinct pathways that occur within the follicle wall in response to the hormonal trigger of ovulation.

**Fig. 6:**
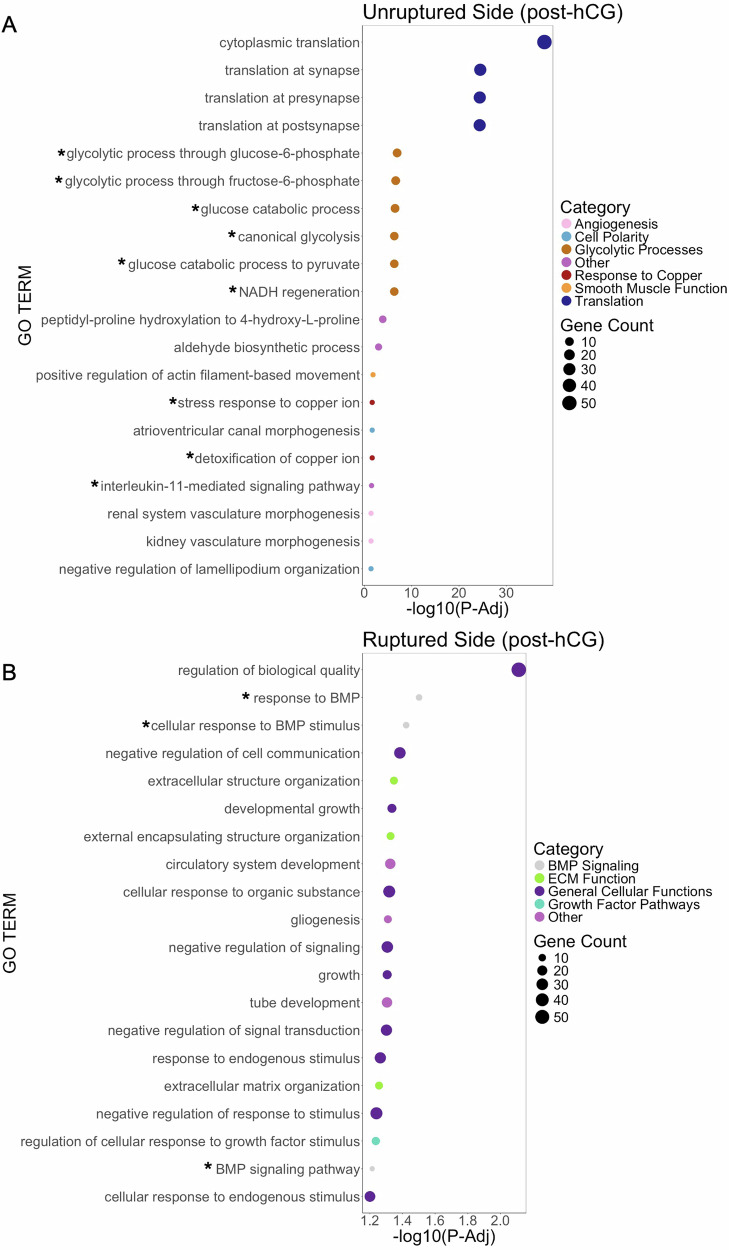
Pathway analysis identifies pathways that are differentially expressed between the unruptured and ruptured sides (post-hCG). GO analysis for biological processes was completed on genes enriched in the (**A**) unruptured side and (**B**) ruptured side using Gene Ontology powered by PANTHER. The results were then manually categorized to identify trends in enriched pathways. Pathways marked by an asterisk are further described in the manuscript text and included in Table 2.

### Transcriptomic analysis identifies distinct pathways that are enriched in the presence or absence of hCG on individual follicle sides

To further understand the molecular pathways that were enriched independently on the ruptured and unruptured side, we identified genes that were overlapping or unique on each side in the no hCG condition and the post-hCG condition. 

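In the edgeR comparisons, 276 genes were higher on the unruptured side both without hCG and post-hCG, 536 only on the putative unruptured side and 695 only on the unruptured side post-hCG. Among the 8182 genes tested in both, chance would give 79.5 shared genes (odds ratio 6.81, Fisher's exact test, two-sided, p = 3.57e-93), and genes are not independent of each other. DESeq2 moved the shared count most, to 430 of 13599 genes tested. A gene called in one medium alone is not shown to differ between media, and the interaction of side and hCG passed an FDR of 0.05 for 892 of 10013 genes (edgeR). Across the genes tested in both, the log2FC between sides had a Pearson's r of 0.427 and a Spearman's rho of 0.285 between media, and 59.5% of genes had the same sign.

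**Figure D2:**
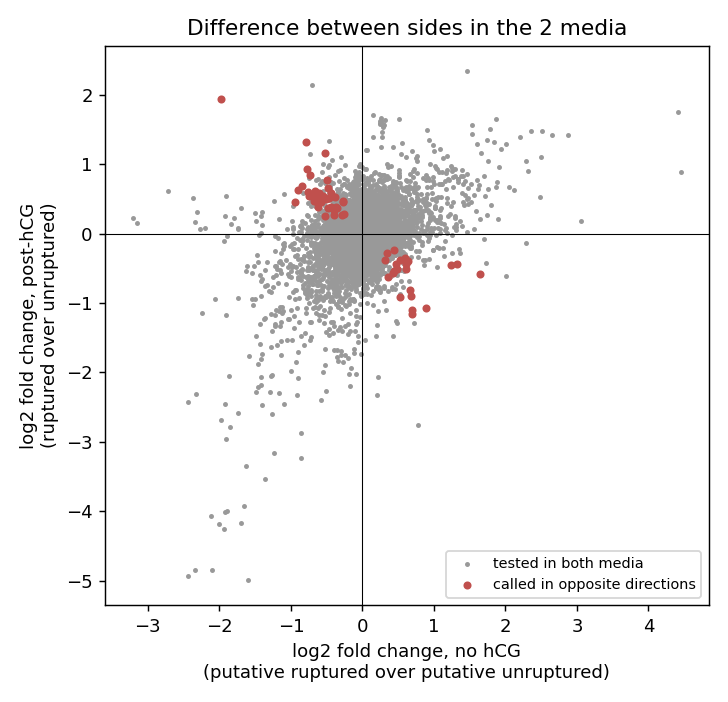
Log2FC between sides without hCG against that post-hCG, positive toward the ruptured side, for the 8182 genes tested in both. The 63 genes past an FDR of 0.05 in opposite directions are in red.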

In total, there were 662 genes that were uniquely upregulated in the putative unruptured side (no hCG), 396 genes that were upregulated in both the putative unruptured side and actual unruptured side (post-hCG), and 689 genes that were uniquely upregulated in the unruptured side (Fig. 7A). The genes that were unique to the putative unruptured side were enriched in proliferative pathways and supramolecular fiber organization, which may suggest that the putative unruptured side may function to fortify the extracellular matrix of the corpus luteum and support cellular viability (Fig. 7A, Supplementary Table 1). 

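In the supramolecular fiber list, all 21 of 27 genes that were tested were lower on the putative ruptured side (median log2FC −0.66, camera FDR = 3.43e-11), 18 of them past edgeR's FDR over all genes and 20 adjusted over the list alone. The cell proliferation list had 5 of 12 genes tested, with a median log2FC of −0.51 (camera FDR = 0.00152), and 5 past edgeR's FDR over all genes and 5 adjusted over the list alone. The difference between media was not tested for either list.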

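The collagen organization genes of Supplementary Table 1 had a median log2FC of −1.17 without hCG (camera FDR = 3.4e-11) and −1.61 post-hCG (camera FDR = 4.36e-13). All 16 and 12 genes tested were lower on the ruptured side, 15 and 11 of them past edgeR's FDR over all genes and 16 and 12 adjusted over the list alone. For the integrin list, the medians were −0.80 (camera FDR = 1.03e-05) and −0.59 (camera FDR = 3.47e-06), with 5 and 6 of 6 genes past edgeR's FDR over all genes and 6 and 6 adjusted over the list alone.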

The overlapping genes were enriched in pathways related to collagen organization and integrin signaling, suggesting that these fortification processes may continue after ovulation is induced hormonally (Fig. 7A, Supplementary Table 1). The genes that were unique to the unruptured side post-hCG are enriched in pathways related to cellular respiration and glycolytic processes, suggesting that the unruptured side is an important contributor to the glycolytic processes that support progesterone production in response to LH (Fig. 7A, Supplementary Table 1).

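Post-hCG, all 25 genes of the cellular respiration list were lower on the ruptured side, with a median log2FC of −0.51, and 25 passed edgeR's FDR over all genes and 25 adjusted over the list alone (camera FDR = 1.01e-16). A wider list of 75 nuclear genes of the respiratory chain, chosen by symbol, had a post-hCG median of −0.27, with 67 genes lower on the ruptured side and 31 past edgeR's FDR over all genes (camera FDR = 6.24e-11, and 0.0966 with an estimated correlation). The glycolytic list of Supplementary Table 1 had a median of −0.65 post-hCG (camera FDR = 9.21e-09). Whether these lists differ between media was not tested.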

**Fig. 7:**
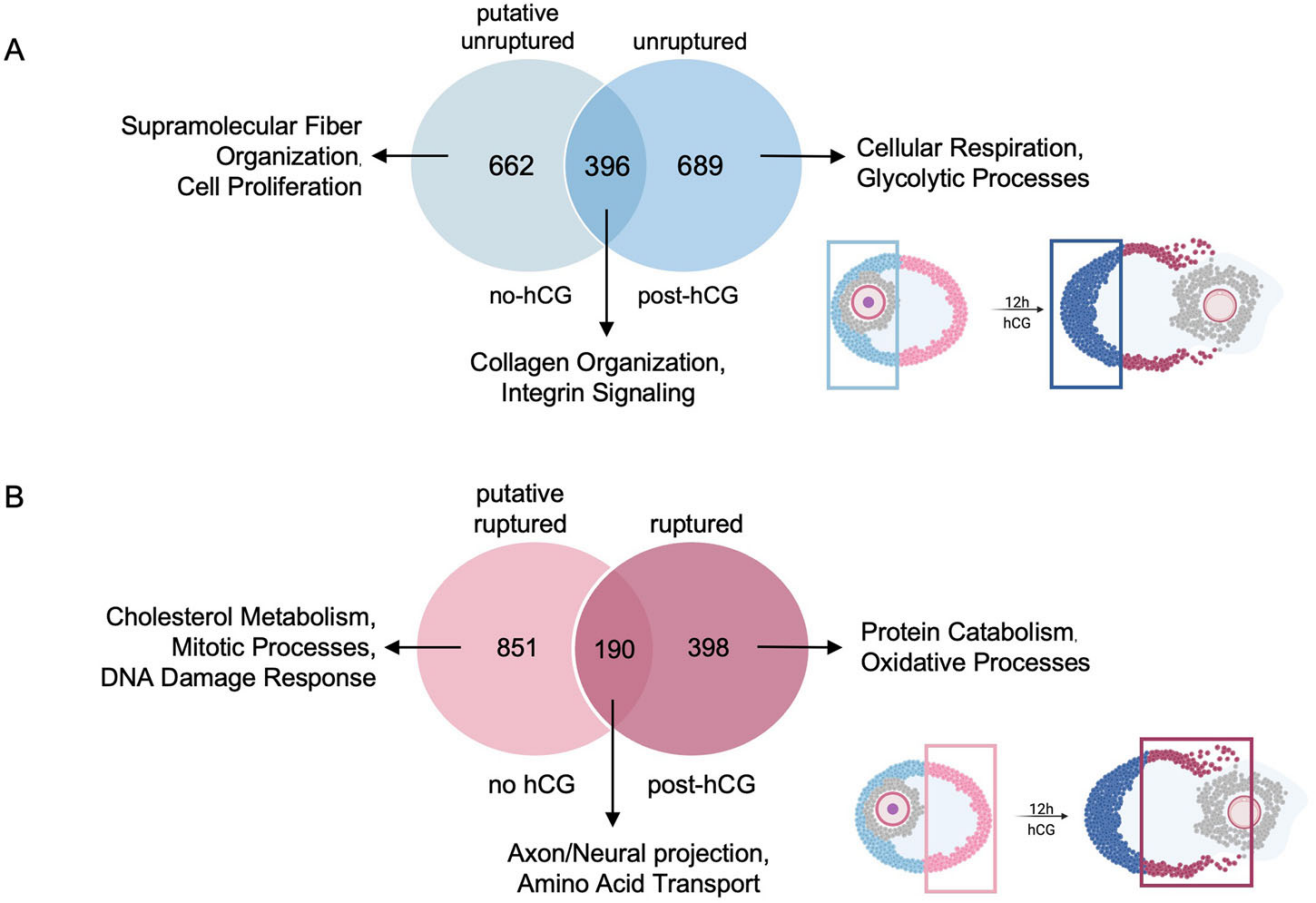
Pathway analysis on unique and common genes from DEG analysis on each follicle side reveals potentially spatiotemporally distinct processes during the periovulatory period. **A** When comparing the genes enriched in the putative unruptured side (relative to the putative ruptured side) and those enriched in the unruptured side (relative to the ruptured side), there were 622 genes unique to the putative ruptured side, 689 genes unique to the unruptured side, and 396 genes that overlapped between the two comparisons. Venn diagrams are annotated with top terms from pathway analysis on each resulting gene list. **B** When comparing the genes enriched in the putative ruptured side (relative to the putative unruptured side) to the genes enriched in the ruptured side (relative to the unruptured side), there were 851 genes unique to the putative unruptured side, 398 genes unique to the ruptured side, and 190 genes overlapping between the two comparisons. Venn diagrams are annotated with top terms from pathway analysis on each resulting gene list.

In addition, there were 851 genes that were uniquely upregulated in the putative ruptured side (no hCG), 190 genes that were upregulated in both the putative ruptured side and actual ruptured side (post-hCG), and 398 genes that were uniquely upregulated in the ruptured side (Fig. 7B, Supplementary Table 1). 

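With edgeR, 207 genes were higher on the ruptured side in both media, 594 only on the putative ruptured side and 655 only on the ruptured side post-hCG. Chance would give 64.3 shared genes (odds ratio 5.35, Fisher's exact test, two-sided, p = 2.63e-60). The shared count depended on the scaling, at 102 with library totals only and 52 with limma on log2(TPM + 1).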

The pathways that were uniquely enriched in the putative ruptured side were related to cholesterol metabolism, mitotic processes, and DNA damage response. 

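Between the putative sides, 10 of 11 cholesterol metabolism genes were higher on the putative ruptured side past edgeR's FDR over all genes and 11 adjusted over the list alone (median log2FC 0.75, camera FDR = 3.99e-07), though with a correlation estimated from the data the list did not pass (camera FDR = 0.0898). Of the mitotic genes tested, 8 of 9 passed over all genes and 9 adjusted over the list alone (median log2FC 1.11, camera FDR = 7.69e-06), and of the DNA damage response genes 6 of 7 and 7 (median log2FC 0.54, camera FDR = 1.39e-05). The difference between media was not tested for these lists.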

DNA damage response pathways may play an important role in responding to oxidative stress, while cholesterol metabolism pathways may be important for communication with the cumulus oocyte complex (Fig. 7B, Supplementary Table 1)^124^. 

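Genes of the axon and neural projection list were higher on the ruptured side in both media, with 7 of 7 tested past edgeR's FDR over all genes without hCG (median log2FC 1.03, camera FDR = 1.38e-09) and 8 of 8 post-hCG (median log2FC 0.76, camera FDR = 3.17e-07). Adjusted over the list alone, 7 and 8 passed. Post-hCG, *Sema7a* (log2FC 0.83, SE 0.13, FDR = 2.72e-05, edgeR) and *Epha4* (log2FC 1.22, SE 0.26, FDR = 0.000838, edgeR) were above the unruptured median in 11 and 12 of 13 ruptured libraries. *Notch2* (log2FC 0.46, SE 0.09, FDR = 0.000509, edgeR) and *Plxna1* (log2FC 0.49, SE 0.10, FDR = 0.000345, edgeR) were above it in 9 and 9, and neither passed with limma on log2(TPM + 1) (FDR = 0.685 and 0.333). Between the putative sides, the log2FC was 1.94 for *Epha4* (FDR = 1.07e-05, edgeR) and 0.60 for *Plxna1* (FDR = 2.72e-05, edgeR).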

Interestingly, top enriched pathways for genes that were upregulated in both the putative ruptured and actual ruptured sides were related to axonogenesis and neural projects, driven by genes including *Notch2*, plexin A1 (*Plxna1*), *Sema7a*, and EPH receptor A4 (*Epha4*) which have all been reported to be key pathways involved in communication between mural granulosa cells and cumulus cells during the periovulatory period (Fig. 7B, Supplementary Table 1)^133^. 

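Post-hCG, all 5 genes of the protein catabolism list (median log2FC 0.47, camera FDR = 0.00063) and all 6 of the oxidative processes list (median log2FC 0.65, camera FDR = 0.000189) were higher on the ruptured side. Each gene passed edgeR's FDR over all genes, and the counts adjusted over the list alone were 5 and 6. The difference between media was not tested.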

Finally, the genes unique to the ruptured side post-hCG were enriched in processes related to protein catabolism and oxidative processes, which is consistent with the functional phenotype of cell death we reported in this study (Fig. 7B, Supplementary Table 1). This analysis allowed us to identify pathways that may be both spatially and temporally regulated during the periovulatory period and further recapitulated known ovulatory biology and identifies previously unappreciated asymmetric pathways.

We also performed additional differential expression analysis was completed to compare the putative ruptured side (no-hCG) and the actual ruptured side (post-hCG) and to compare the putative unruptured side (no-hCG) and the actual unruptured side (post-hCG) (Supplementary Figs. 3-4, Supplementary Data 4-5). This analysis found several thousand genes on both the ruptured and unruptured sides that are differentially expressed in response to hCG (Supplementary Figs. 3-4). This comparison was important because it can reveal the genes and pathways that are specifically regulated by exposure to hCG in our system. 

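Between media, edgeR called 5129 of 8531 genes on the ruptured side, 2532 higher post-hCG and 2597 higher without hCG. On the unruptured side it called 4947 of 9320, 2365 higher post-hCG and 2582 higher without hCG. The scaling moved the division most: with library totals only, 1376 and 4242 genes were called on the ruptured side and 1455 and 3844 on the unruptured side, as the median log2FC of all genes moved to −0.33 and −0.25. The largest increases post-hCG on the unruptured side were those of a clone-named gene (log2FC 8.49, SE 0.46, FDR = 2.05e-16, edgeR), *Rhox8* (log2FC 8.31) and *Mpzl2* (log2FC 8.00), and the largest decreases those of *Clca3a2* (log2FC −6.78), *Cxcl1* (log2FC −6.01) and *Akr1c14* (log2FC −5.89). On the ruptured side, *Ptgs1* (log2FC 9.24, SE 0.40, FDR = 2.64e-19, edgeR) and *Mpzl2* (log2FC 8.49) rose most among genes with a count in both groups, and *Slc24a4* (log2FC −8.68), *Cxcl1* (log2FC −8.55) and *Vcam1* (log2FC −8.47) fell most. Every post-hCG library lay beyond the no-hCG median in that direction for each of these genes. *Edn2* had no count on the putative ruptured side and 665 on the ruptured side, so no finite log2FC is given for it.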

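Tested as lists between the media on the unruptured side, where FDR values were adjusted over 34 lists, the glycolytic genes of Table 2 rose post-hCG with a median log2FC of 1.36, and 10 of 10 passed edgeR's FDR over all genes and 10 adjusted over the list alone (camera FDR = 5.45e-05). Of the cholesterol metabolism genes, 10 of 11 rose past edgeR's FDR over all genes and 10 adjusted over the list alone (median log2FC 1.15, camera FDR = 0.000205). The paper chose its lists for differences between sides in libraries that also enter the comparison of media, so for these lists the 2 results are not independent. In total, 15 lists passed on the unruptured side and 13 on the ruptured side. Under fry, a rotation test, 14 and 13 of these held, and under a correlation estimated from the data 0 and 1 held, with 6 and 4 lists at an unadjusted p under 0.05. For the glycolytic list, the FDR with an estimated correlation was 0.341.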

On the unruptured side, the DEGs were enriched in pathways related to hormone stimulus and tissue morphogenesis in the no hCG putative unruptured side and transition to glycolytic and cholesterol production pathways post-hCG (Supplementary Fig. 3). 

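As a check of the response to hCG, a list of 14 genes known to be induced by luteinizing hormone, written before the data were examined, had a median log2FC of 3.07 post-hCG on the unruptured side, with 11 of 11 genes tested higher past edgeR's FDR over all genes and 11 adjusted over the list alone (camera FDR = 7.2e-09, and 0.0805 with an estimated correlation). On the ruptured side its median was 3.47 (camera FDR = 1.11e-05, and 0.0553 with an estimated correlation). Of the 14 genes, 7 are also named by the paper, and those not tested do not enter the counts. Whether the response of the list differs between sides was not tested.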

The selective upregulation of both glycolytic and cholesterol-related pathways in response to hCG was consistent with known enrichment of progesterone production machinery in response to the LH surge^20,123^. 

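On the ruptured side, where 32 lists were tested, the glycolytic genes of Table 2 had a median log2FC of 0.94 post-hCG, with 10 of 10 past edgeR's FDR over all genes and 10 adjusted over the list alone (camera FDR = 0.000718, and 0.283 with an estimated correlation). Oxidative processes, the list that held under an estimated correlation (FDR = 0.0134), had a median of 1.60 (camera FDR = 0.000718), and 5 of 5 genes rose past edgeR's FDR over all genes. The protein catabolism list had a median of 0.94 (camera FDR = 0.019). Inflammation-related pathways were not tested as a list, as the paper names no genes for them.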

On the ruptured side, the pathways enriched shifted from a variety of inflammation-related pathways in the no hCG putative ruptured side to glycolytic and metabolic pathways in the period post-hCG (Supplementary Fig. 4). This may suggest that the key inflammatory changes that are essential for follicle rupture, at least on a molecular level, may be encoded in the ruptured side prior to the LH surge^134^. This analysis revealed pathways that are active independently of hCG during the periovulatory period and those that are hCG-responsive and may contribute to rupture.

### Analysis of published single-cell transcriptomic datasets reveals cell type specificity of top enriched pathways

To refine the cell types that drive individual asymmetric pathways within ovulatory follicles, we assessed gene expression patterns from published single-cell sequencing data^135^. In our system, the enzymatic isolation process breaks down the follicle basement membrane causing loss of much of the theca layer^136^. As follicles are grown in culture, they recover a theca layer that is hormonally active and grows throughout culture^136^. 

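In the libraries analysed here, the summed TPM of 12 granulosa cell markers averaged 4659 ± 2172 on the putative unruptured side (SD, n = 15) and 14189.5 ± 6186 on the putative ruptured side (n = 14). On the log2 scale the difference was 1.63 (permutation p = 2e-05, 0.00014 after adjustment over 28 tests of marker lists), and 14 of 14 putative ruptured libraries lay above the putative unruptured median. *Inha* alone averaged 2860 and 8784 TPM of the sums on the putative unruptured and ruptured sides. Of the 12 markers, 11 were higher on the putative ruptured side, 9 of them past edgeR's FDR, and the paper names 5. The sum cannot separate a larger share of granulosa cells from higher expression within them. Post-hCG, granulosa markers averaged 1774 ± 407 on the unruptured side (n = 12) and 1646 ± 258 on the ruptured side (n = 13), a log2 difference of −0.09 (permutation p = 0.467). *Inha* alone averaged 1357 and 1072 TPM of these sums, while 9 of the 12 markers were higher on the ruptured side, and the 9 that were fitted had a median log2FC of 0.63, 5 higher and 1 lower past edgeR's FDR. The summed TPM of 15 theca cell markers averaged 1120.1 ± 674 and 252 ± 289.9 on the putative unruptured and ruptured sides (log2 difference −2.97, permutation p = 6e-05, adjusted 0.00024). Post-hCG, it averaged 424 ± 335 and 18.1 ± 20.7 on the unruptured and ruptured sides (log2 difference −4.66, permutation p = 1e-05, the smallest that the resamples can give, adjusted 9.33e-05), below the unruptured median in 13 of 13 ruptured libraries.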

Since the COC was removed and discarded during microdissection, we expect that the sequenced samples consist primarily of granulosa and theca cells. To clarify whether key enriched pathways are driven by theca cells, granulosa cells, or both, we assessed expression of several DEGs in theca and granulosa clusters from a single cell sequencing dataset generated across the time course of ovulation (Fig. 8). Specifically, we analyzed expression of these genes in three identified granulosa cell clusters (granulosa 1, 2, and 3) and two identified theca cell clusters (theca 1 and 2).

**Fig. 8:**
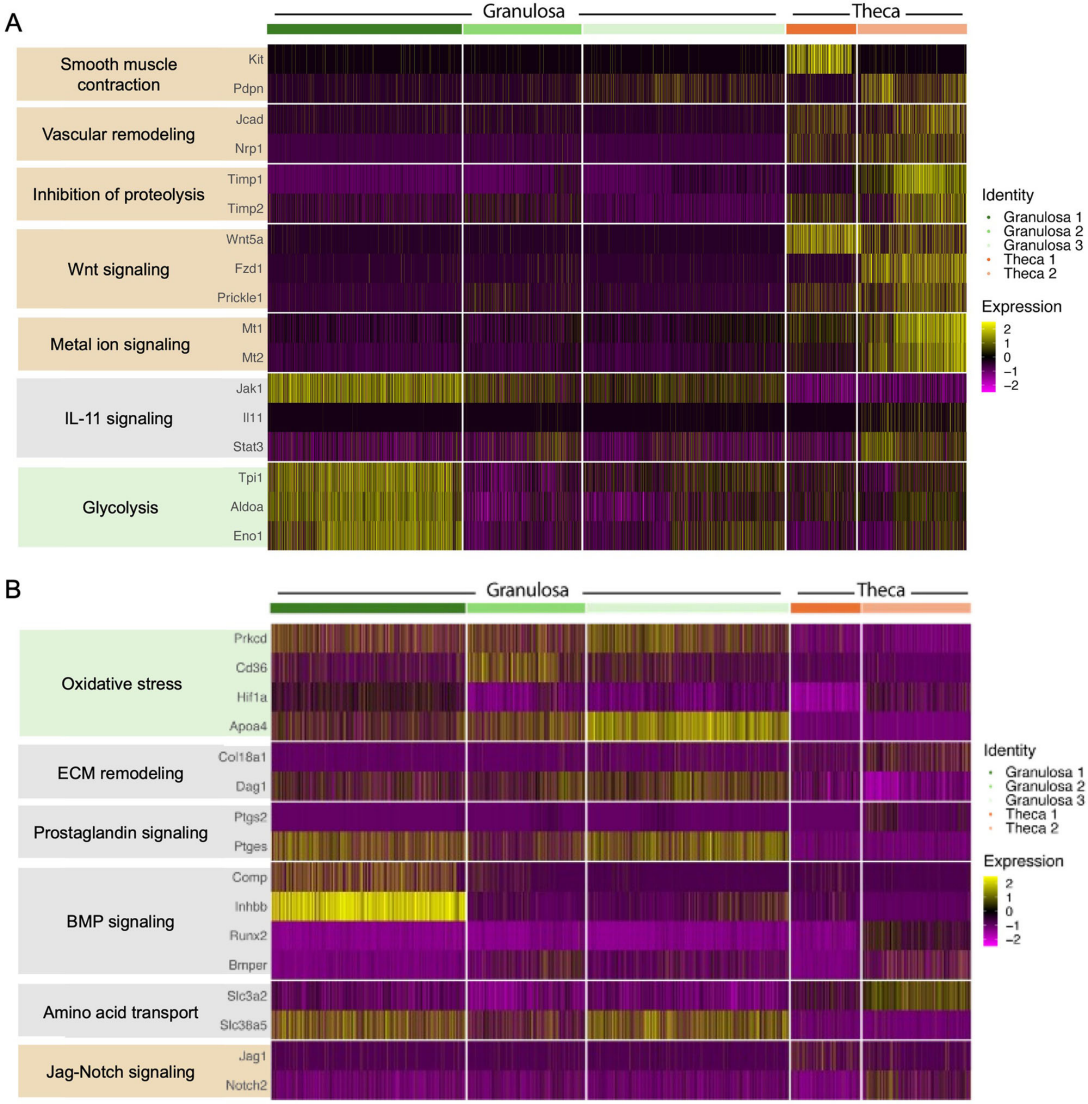
Analysis of published single-cell transcriptomic datasets reveals cell type specificity of top enriched pathways. Cell expression analysis derived from Huang et al., ^135^ identified cell type specificity for (**A**) genes enriched in the unruptured side and (**B**) genes enriched in the ruptured side.

On the unruptured side, we find that genes related to smooth muscle contraction and vascular remodeling are largely enriched in the theca layer, which is consistent with known ovarian biology (Fig. 8A). Genes related to inhibition of proteolysis, Wnt signaling, and metal ion signaling are also generally enriched in theca cells (Fig. 8A). IL-11 signaling exhibits mixed theca and granulosa cell expression, with *Jak1* enriched in the granulosa 1 cluster and *Stat3* and *IL11* both enriched in the theca 2 cluster (Fig. 8A). Genes related to glycolysis are enriched in the granulosa 1 cluster, consistent with the known central role of granulosa cells in metabolic function of follicles in response to ovulatory hormonal stimulation (Fig. 8A).

On the ruptured side, oxidative stress related genes were enriched across all three granulosa clusters (Fig. 8B). ECM remodeling had mixed expression between granulosa and theca cell types, suggesting that remodeling is occurring in both cell types (Fig. 8B). prostaglandin signaling, BMP signaling, and amino acid transport all had mixed expression patterns, which may indicate communication between theca and granulosa cells during the ovulatory period (Fig. 8B). Jag-Notch signaling, while lowly expressed, was largely restricted to the theca layer (Fig. 8B). This analysis further refined our pathway results to identify which cell types may participate in each of these key pathways.

## Discussion

The asymmetry of follicles undergoing ovulation in vivo has been described for decades and underlies release of a fertilization-competent oocyte and maintenance of the hormonal axis that supports establishment of pregnancy. The development of ex vivo models of ovulation that recapitulate the structural and molecular features of in vivo ovulation, including the asymmetry of follicle rupture, provides a new and important model system to study the follicle-inherent drivers of follicle rupture^79,91,92^. In this study, we demonstrated that the follicle wall consists of two distinct regions that drive follicle rupture and luteinization. By using an ex vivo model, we have demonstrated that this asymmetry is driven by processes intrinsic to the follicle and are independent of the ovarian surface epithelial cells, vasculature, immune infiltrates, and other stromal components.

Our study demonstrated that two distinct regions of the follicle wall, the ruptured side and unruptured side, had distinct functional phenotypes with respect to rupture and luteinization. The region of the follicle wall that ultimately ruptures largely underwent cell death and did not appear to luteinize. Cell death at the site of follicle rupture during the ovulatory period has been characterized previously in ovine models of ovulation^30,62–64,137–140^. It is thought that cell death at the site of rupture is essential for wall thinning leading up to rupture and clearing of the rupture site to allow for release of the COC^38,138^. This study is the first to demonstrate a spatially-distinct group of cells within the follicle wall that undergoes cell death using an ex vivo mouse model of ovulation. In contrast, the unruptured side of the follicle uniquely exhibited histologic and molecular hallmarks of luteinization, including cellular hypertrophy and increased *Star* expression. Thus, this region of the follicle wall had the capacity to form a functional corpus luteum.

Our transcriptomic dataset revealed a suite of genes, some shared and some unique, and pathways that may coordinate functions in a spatially-determined manner in the ruptured and unruptured sides of the follicle wall. We identified clear gene markers of the ruptured side, including *Nap1l5* and *Gas1*, and on the unruptured side, including *Fxyd1* and *Serpinb2*. These genes can serve as markers for these processes in vivo and can help guide future work to elucidate the exact functional programs of cells in these follicle regions. On the unruptured side, there were several top pathways that are consistent with known asymmetric processes during ovulation. Vascular signaling and smooth muscle contraction pathways were both enriched on the unruptured side. These pathways related directly to the known phenotypes of increased angiogenesis and contraction of smooth muscle within the unruptured side of the follicle wall^33–47,56–61,66–73,137,141,142^. Increased vascularization of the unruptured side and vasoconstriction of the ruptured side during ovulation has been documented across rodent, bovine, ovine, rabbit, and human studies and is essential for normal follicle rupture and luteinization^33,36–39,56–59^. Similarly, the enrichment of pathways related to smooth muscle function in our dataset is consistent with the known enrichment of smooth muscle contractility on the unruptured side of the follicle wall. This contractility has been demonstrated in hamster, non-human primate, and human studies of ovulation^34,35,42,43,47,72^. In mice, there is asymmetric localization of smooth muscle-like cells to the unruptured side of the follicle wall^35^. It is possible that these contractions play a role in mechanically pulling apart the follicle wall on the ruptured side and to assist in expulsion of the COC. The enrichment of angiogenic pathways on the unruptured side is particularly interesting given our ex vivo model in which the ovulatory follicle was isolated from the ovarian vasculature. The expression of these vascular genes in our ex vivo suggests that vascular regulation during ovulation may be driven by follicle-intrinsic factors despite lack of connection to the ovarian vasculature. Using single cell data, we found that the genes driving both vascular remodeling and smooth muscle related pathways were localized to theca cells. This is consistent with known in vivo localization of both peri-follicular vasculature and smooth muscle function during ovulation^12^. Finally, expression and localization of protease inhibitors such as tissue inhibitors of metalloproteinases (*Timp*) family members and serine protease inhibitor (*Serpin*) family members were enriched in the unruptured side^31,32,53,143^. This enrichment in the unruptured side is important for maintaining tissue and matrix integrity of the unruptured side as it begins to undergo luteinization^134^. In our dataset, we found enrichment of *Serpinb2*, *Timp1*, *Timp2*, and *Timp3* in the unruptured side after hCG exposure. These protease inhibitors may be essential regulators maintaining integrity of the unruptured side during the periovulatory period. 

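Among the other inhibitors, *Timp3*, on GRCm38 chromosome 10, 86300372 to 86349506, was at 3.92 ± 0.55 on the unruptured side (SD, n = 12) and 3.00 ± 0.42 on the ruptured side (n = 13) post-hCG (log2FC −0.76, SE 0.19, FDR = 0.00353, edgeR), with 13 of 13 ruptured libraries below the unruptured median. *Timp2*, on chromosome 11, 118301069 to 118355740, had 158 counts on the unruptured and 85 on the ruptured side, under the expression filter. Its difference in log2(TPM + 1) was −0.54 (permutation p = 0.00041, adjusted 0.00063), with 12 of 13 ruptured libraries below the unruptured median, and its log2FC without a filter was −0.93 (SE 0.25, FDR = 0.00939, edgeR).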

Protease inhibitors may also drive the differences in morphology that we saw between follicle sides in the post-ovulatory period and the lack of cell death present on the unruptured side (Fig. 2B-D). Our analysis also demonstrated localization of key protease inhibitors to theca cell clusters. This is consistent with prior studies showing localization to the theca in vivo and may directly support luteal formation^31^.

This study also identified pathways that may be important asymmetric regulators of the unruptured side. Several top enriched pathways on the unruptured side were related to Wnt signaling and glycolytic pathways. Both pathways have been established as important for luteinization, but until this study they have not been shown to have direct asymmetric localization during the periovulatory period^109–116,123,124^. This transcriptomic result also supports our findings of luteinization capacity on the unruptured side. Our single cell analysis showed, as expected, that glycolytic processes were largely restricted to granulosa cell clusters^124,144,145^. Genes involved in Wnt signaling pathways were largely restricted to theca cell clusters, which has not previously been reported. We also found enrichment of pathways related to metallothionein signaling, classified under copper ion related processes in our gene ontology data. Metallothioneins are important contributors to sequestration of ROS and the detoxification of several heavy metals, including both copper and zinc. The importance of tight regulation of zinc levels for regulating fertility has been clearly demonstrated^146–152^. Less is known about the role that copper ions play in the ovary, though copper ions are known to induce granulosa cell death in ex vivo models^153,154^. Transgenic mice with deficient metallothionein 1a (*Mt1*) are infertile due to luteal insufficiency, suggesting that metallothioneins may play a crucial role in regulation of luteinization^155^. This is supported by a study that found elevated expression of *Mt1* mRNA in the luteinized granulosa cells of rat ovaries^155,156^. *Mt1* expression has also been shown to be localized to the theca layer during the ovulatory period, consistent with our single cell analysis^156^. Another top enriched pathway was related to IL-11 signaling. IL-11, a cytokine that has immune functions and acts upstream of Jak-Stat signaling pathways, has mostly been characterized in the context of the uterus^157^. Female mice with impaired IL-11 signaling are infertile due to decidualization defects^157–159^. Decidualization prepares the uterus for implantation of a blastocyst and is driven by the elevated progesterone levels that are produced by the corpus luteum that forms after ovulation^157^. Further studies show that, while circulating levels of IL-11 are low, there is production of IL-11 by ovarian cells that can be measured in follicular fluid and conditioned media from granulosa cells isolated from patients undergoing egg retrievals^160^. IL-11 also regulates ovarian steroidogenesis, stimulates progesterone production, and increases expression of *Star*^161^. Our cell type specificity analysis suggests that IL-11 signaling may be facilitated by communication between granulosa and theca cell layers based on expression of *Jak1* in granulosa clusters and expression of *Il11* and *Stat3* in theca clusters. Together with our findings, these studies suggest that the developing corpus luteum may be an important regulator of IL-11 signaling in advance of blastocyst implantation.

Similarly on the ruptured side, some of these pathways recapitulated what has been previously identified as asymmetric. For example, oxidative stress pathways were enriched in the putative ruptured side, which is consistent with the known role that superoxide generation plays in follicle rupture during ovulation. Treatment of mouse ovaries with antioxidants significantly suppresses ovulation, suggesting that generation of reactive oxygen species (ROS) is integral to oocyte release during ovulation^162^. A significant increase in oxidative damage in the region of rupture and the adjacent epithelium has been shown in an ex vivo sheep model^30,64^. Further, our analysis suggests that oxidative stress processes may be primarily localized to the granulosa cell layers and may play an important role in follicle wall thinning leading up to follicle rupture. Oxidative stress in the ruptured region may be an important driver of the cell death phenotype described in the literature and demonstrated in our ex vivo studies. In addition, *Sema7a* was enriched in the ruptured side, recapitulating recently published findings of asymmetry at the protein level^55^.

Beyond these pathways with a documented role in ovulation, there were several pathways enriched on the ruptured side whose role in follicle rupture has not been well-studied. The first of these pathways was related to amino acid transport via solute carriers. Amino acid transport is an essential process for oocyte maturation and provides nutritional support necessary for generation of fertilization competent oocytes^124,163–165^. In addition, cumulus cells support amino acid transport to the oocyte through solute carrier channels^124,163,165^. There is some evidence that pre-ovulatory mural granulosa cells also facilitate amino acid transport to the oocyte, as transport of several key amino acids was highest in intact follicles compared to oocytes and granulosa cells alone, and infusion of branched-chain amino acids during the late luteal phase leads to increased ovulation rates in ewes^164,166,167^. Our analysis suggests that both theca and granulosa cells may participate in amino acid transport, with specific solute carrier channels localized to each cell type. We also identified Jag-Notch signaling as an enriched pathway on the ruptured side. Jag-Notch signaling in the ovary has largely been characterized in the context of primordial follicle activation. Suppression of notch signaling in neonatal mouse ovaries leads to reduced primordial follicle assembly, suggesting an integral role of Jag-Notch signaling in breakdown of germ cell nests and formation of the ovarian reserve^120,121,168–171^. Importantly, both *Notch2* and *Jag1* are expressed in granulosa cells of antral stage follicles^172,173^. In our cell type analysis, we found low expression of *Jag1* and *Notch2* across both theca clusters. Existing studies that explore the function of Jag-Notch signaling in antral-stage follicles demonstrate a role of the signaling pathway in regulating proliferation, apoptosis, and steroidogenesis^120,170,174–176^. Interestingly, a knockout mouse model of the lunatic fringe (*Lfng*) gene, an upstream regulator of Jag-Notch signaling, shows impaired follicle rupture during ovulation and increased rates of trapped oocytes within corpora lutea^177^. These studies in combination with our findings may indicate a role of asymmetric amino acid transport and Jag-Notch signaling as a driver of follicle rupture.

Although it is not yet known what drives the asymmetry within antral follicles, this asymmetry is essential for formation of a follicle rupture site. When the follicle is situated within the ovarian microenvironment, there are likely biomechanical and molecular signals that drive the asymmetry in a particular direction to facilitate follicle rupture adjacent to the ovarian surface as a prerequisite for COC release. When the follicle is removed from this environment, we have demonstrated that asymmetry is maintained and similarly dictates rupture of the follicle. Our findings demonstrate that there are follicle-intrinsic mechanisms that promote asymmetric antrum formation, and this does not appear to be an artifact of the culture conditions as it is observed in non-encapsulated ex vivo systems as well^178^. Nevertheless, extrinsic factors from the ovarian microenvironment also play a clear role in driving this asymmetry in vivo. The ovarian microenvironment may play a particularly important role in establishing the directionality of the asymmetry and to ensure release of the egg at the correct time and place to provide for optimal fertilization potential through contributions of the stroma, vasculature, and epithelial components^12^. Novel ex vivo follicle culture strategies that incorporate features of the ovarian microenvironment on a structural or molecular level will be essential tools to further elucidate the factors required for optimal follicular rupture and ovulation^178,179^. In addition, though our study used a machine learning guided microdissection technique to identify follicle sides, there are limitations to our approach. Ovulatory follicles are complex structures that may have a gradient of molecular and morphologic changes that cannot be captured by microdissection of the follicle wall grossly into two discrete sections. Future studies incorporating spatial transcriptomics or whole-ovary immunofluorescence with tissue clearing may provide a higher degree of spatial resolution than was possible with our technique^135,180–182^. Despite this limitation, we still identified thousands of differentially expressed genes and pathways of biological interest demonstrating that follicle asymmetry during ex vivo ovulation is a robust phenotype.

In summary, our study demonstrated that there are a series of core ovulatory mechanisms which are autonomous to the follicle itself and can occur even in the absence of the ovarian context. Secondly, we showed that regions of the ovulatory follicle perform distinct actions and have unique expression profiles during the periovulatory period. Specifically, the ruptured side of the follicle wall undergoes remodeling, oxidative stress, and eventually cell death (Fig. 9). Concurrently, the unruptured side is fortified with proteolysis inhibitors, angiogenesis, and smooth muscle activity prior to luteinization (Fig. 9). We identified pathways that may play an important role in the asymmetric processes underlying ovulation including Wnt signaling, glycolytic processes, metallothionein function, IL-11 signaling, amino acid transport, Jag-Notch signaling, and BMP signaling (Fig. 9). Finally, we harnessed a published single cell dataset to identify cell-type specificity of each of these asymmetric pathways to further elucidate their potential function in the periovulatory period (Fig. 9). Beyond the identification of specific previously unexplored pathways, the transcriptomic dataset generated in this study may serve as an important resource for advancing human health and fertility. First, this dataset could be used to identify potential non-hormonal contraceptive targets. Pathways that function primarily on the ruptured side may be targetable to block follicle rupture without preventing luteinization. Several genes enriched in the ruptured side in our study, including *Insr*, *Adamts1*, and *Ptgs2*, have knockout models which display the phenotype of a trapped oocyte within a developed corpus luteum^23,27,98,183^. Although these genes may not directly be ideal contraceptive targets, they may be part of pathways that could be targetable. Beyond contraceptive development, identifying molecular markers of follicle rupture may be critical for identifying mechanisms of idiopathic anovulatory infertility. Genes identified in this dataset may be impaired in women with unexplained infertility and may identify future clinical interventions to improve assisted reproductive technology outcomes in these patients.

**Fig. 9:**
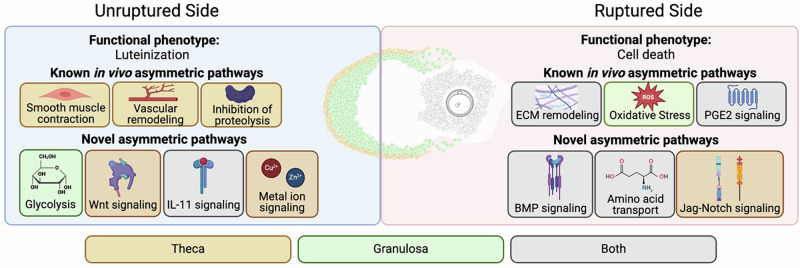
Summary of key findings. Distinct regions of the ex vivo follicle wall exhibit functional and molecular differences that both recapitulate known ovulation biology and represent novel pathways that may participate in asymmetric functions during the periovulatory period. These pathways, identified through gene ontology, represent areas of potential biological significance for the processes of ovulation and luteinization. Further analysis identified cell-type specificity of each pathway. Some genes underlying key pathways were enriched primarily in granulosa cells (green), theca cells (orange), or a combination of both cell types (gray). The cumulus-oocyte-complex, which was excluded from our analysis, is shown in black and white.

## Methods

### Animals

CD-1 adult female mice were purchased with 5-day-old female pups (Envigo, Indianapolis, IN). Pups were housed in polypropylene cages in the animal facilities of Northwestern University for a minimum of 7 days with the adult breeder female after arrival to ensure acclimation prior to use. Mice were kept under a temperature-, humidity-, and light-controlled barrier facilities (14-hour light/10-hour dark cycles) and were provided with food and water *ad libitum*. All animal procedures were approved by the Northwestern University Institutional Animal Care and Use Committees (IACUC). We have complied with all relevant ethical regulations for animal use.

### Follicle isolation and eIVFG

Mouse secondary follicles were isolated from the ovaries of 14-16 day-old CD-1 female mice enzymatically using L15 media (Thermo Fisher Scientific, Waltham, MA) with 1% penicillin-streptomycin (Thermo Fisher Scientific), 25 μg/ml liberase (Sigma-Aldrich, St. Louis, MO), and 200 μg/ml DNase I (Qiagen, Hilden, Germany)^75–79,81–85,87,91,92^. After 20 minutes of exposure, the enzymatic solution was quenched with 10% fetal bovine serum (FBS; Peak Serum Inc., Wellington, CO) and ovary pieces were manually dispersed using a P1000 pipette to release follicles. Follicles were classified and selected based on morphology and size (150–180 μm diameter). Follicles with intact morphology were encapsulated ina 0.5% (w/v) alginate hydrogel (Sigma-Aldrich) for the preservation of the 3D structure of follicles throughout folliculogenesis. Follicles were individually placed within 5 μl alginate hydrogel beads that were then submerged in 50 mM CaCl2 (Thermo Fisher Scientific) and 140 mM NaCl (Thermo Fisher Scientific) for 2 min to allow for crosslinking of the alginate polymers. Individual encapsulated multi-layer secondary follicles within alginate beads were cultured in 96-well plates. Each well contained one alginate bead and 100 μl growth media, which consists of 50% αMEM Glutamax (Thermo Fisher Scientific) and 50% F-12 Glutamax (Thermo Fisher Scientific) supplemented with 3 mg/ml bovine serum albumin (BSA; Sigma-Aldrich), 10 mIU/ml recombinant follicle stimulating hormone (rFSH; Gonal-F, Merck & Co., Rahway, NJ), 1 mg/ml bovine fetuin (Sigma-Aldrich), and 5 μg/ml insulin-transferrin-selenium (ITS, Sigma-Aldrich). Follicles were cultured at 37 °C for 8 days in a humidified environment of 5% CO2 in air with half of the growth media replaced daily. As follicles are cultured individually in our system and were therefore not exposed to paracrine factors from other nearby follicles, we removed the follicle selection and atresia that occurs in vivo^91^. We completed follicle selection during the follicle isolation process to only select the most optimal follicles for culture, which provided artificial follicle selection and allowed for a yield of more than 80% of follicles that survived and matured to the antral stage^91^.

### Ex vivo ovulation and luteinization assay

After day 8 in culture, antral stage follicles (diameter ≥ 350 μm) were removed from alginate beads by incubating in L15 media containing 1% FBS (Peak Serum Inc.) and 10 IU/ml alginate lyase from flavobacterium multivorum (Sigma-Aldrich) at 37 °C for 20 min. Follicles were then washed in L15 media (Thermo Fisher Scientific) containing 1% FBS (Peak Serum Inc.) and transferred to 100 μl of maturation media containing 50% αMEM Glutamax (Thermo Fisher Scientific) and 50% F-12 Glutamax (Thermo Fisher Scientific) supplemented with 10%FBS (Peak Serum Inc.), 1.5 IU/ml human chorionic gonadotropin (hCG; Sigma-Aldrich), 10 ng/ml epidermal growth factor (EGF; BD Biosciences), and 10 mIU/ml rFSH (Merck & Co.) or control media which contained the same components except for hCG in individual wells of a 96-well plate. Follicles were incubated in maturation media for 12 h in a humidified environment of 5% CO2 in air to allow for ovulation and follicle rupture. For luteinization experiments, after 12 h of exposure to maturation media to induce follicle rupture, conditioned media was collected and stored at −20 °C for ELISA and follicles were washed in L15 media (Thermo Fisher Scientific) supplemented with 1% FBS (Peak Serum Inc.). Post-ovulatory follicles were microdissected to remove the COC and separate the ruptured side from the unruptured side. The follicle sides were placed in 100 μl of media containing 50% αMEM Glutamax (Thermo Fisher Scientific) and 50% F-12 Glutamax (Thermo Fisher Scientific) supplemented with 10% FBS (Peak Serum Inc.) and incubated for 48 h in a humidified environment of 5% CO2 in air to allow for ovulation and follicle rupture. Conditioned media was collected after 48 h and stored at −20 °C for ELISA. Tissue pieces were then either used for ATP quantification or fixed in 3.8% PFA with 0.1% Triton X at 37 °C for 1 h for histology or in situ RNA hybridization.

### Machine learning imaging analysis of asymmetry

Manual image annotation was performed on 92 day 8 follicles removed from alginate and their corresponding image after ovulation induction using the v7 data labelling system, with the labels ‘unruptured’ and ‘ruptured’ for the distinct follicle regions. The training subset of data was applied to a deep-learning based object detection model within an autonomous training routine. The object detection model used was a Mask R-CNN model with a ResNet-50-FPN backbone. Model performance was validated regularly throughout the training process on the unseen evaluation set. Average precision and average recall were used as evaluation metrics. Data augmentation techniques (including albumentations ‘CoarseDropout’ and ‘ShiftScaleRotate’) were applied during training to prevent overfitting on the small amount of data, therefore providing a robust model with the ability to generalize to future unseen datasets. A method called Class Activation Map (CAM) was used to interrogate the object detection model for the morphological features that were most important for the prediction of the ruptured and unruptured follicle regions. These activation maps are a useful validation method to ensure the most important features to the model are biologically relevant, rather than the generated predictions being based on inconsequential details in an image.

### Follicle microdissection

Antral stage follicles were microdissected using insulin gauge needles (BD Biosciences, Franklin Lakes, NJ) in L15 media (Thermo Fisher Scientific) supplemented with 1% FBS (Peak Serum Inc.) to separate the putative ruptured side from the putative unruptured side in the control follicles (incubated for 12 h in maturation media without hCG) or the actual ruptured side from the actual unruptured side in follicles after 12 h in maturation media. In both groups, the COC was removed after microdissection. The site of microdissection in control follicles was identified based on the swelling of the antral cavity, a morphologic hallmark of the site of rupture, and guidance from the machine learning-based imaging analysis.

### Live-dead assay

Cell death and survival was quantified using calcein-AM and ethidium homodimer to stain for live and dead cells respectively. Samples were incubated with 4 µM calcein-AM and 8 µM ethidium homodimer for 30 min at 37 °C and were protected from light. Following incubation, samples were washed 3x with phosphate buffered saline (PBS) and plated in a drop of PBS on a glass bottom dish. Samples were then imaged with a Leica TCS Sp5 confocal system using 40× objectives to take Z-stack images throughout each sample (Leica Microsystems). Ratio of live to dead cells was quantified using ImageJ by calculating the area of the red eithidium homodimer positive area and dividing it by the area of the green calcein-AM area on a max intensity projection of the z-stack.

### Mouse ovary sample collection

4-6 week-old CD-1 female mice were treated with 5 IU pregnant mare serum gonadotropin (PMSG; Calbiochem, San Diego, CA) via intraperitoneal injection to stimulate follicle maturation. After 46 h, the same mice were injected with 5 IU hCG (Sigma-Aldrich) via intraperitoneal injection to induce ovulation. Mice were sacrificed to collect ovaries at 0 and 12 h post-hCG injection. Ovaries were fixed in Modified Davidson’s solution (Electron Microscopy Services, Hatfield, PA) at room temperature for 2–4 h with agitation. Tissues were then kept in fixative at 4 °C overnight with agitation. After, samples were washed three times in 70% ethanol and kept at 4 °C prior to processing for histology.

### Preparation of fixed tissue for histology

Fixed follicles, microdissected follicle sides, samples from luteinization assays, and ovaries were processed using an automated tissue processor (Leica Biosystems, Buffalo Grove, IL) per standard processing protocols. Tissues were then embedded in paraffin wax and serially sectioned at 5  μm intervals and placed on slides. Some sections were selected for staining with hematoxylin and eosin (H&E, Thermo Fisher Scientific) for histologic evaluation. Nuclear to cytoplasmic ratio in samples from the luteinization assay was calculated in ImageJ using the plugin Trainable Weka Segmentation to identify nuclear area and cytoplasmic area^184^.

### Bulk RNA-seq

Libraries for RNA-seq were generated from individual microdissected follicle sides for a single cell workflow with fewer amplification cycles. Smart-Seq2 cDNA synthesis was performed on RNA isolated from follicle sides with Maxima H Minus reverse transcriptase (Thermo Fisher). Whole transcriptome amplified (WTA) product was purified with AMPure XP beads (Beckman Coulter), quantified with Quanit-iT PicoGreen dsDNA Assay (Thermo Fisher), normalized, and used for preparing paired-end sequencing libraries with Nextera XT (Illumina, #FC-131) using the manufacturer’s instructions. Libraries were pooled equally before sequencing on a NextSeq500/550 (Illumina) using a 75 cycle v2 sequencing kit.

### Analysis of transcriptomic data

After sequencing, BCL files were converted to FASTQs that were merged and demultiplexed. FASTQs were assessed for size to ensure that sequencing depth was comparable across all samples. They were then mapped to the GRCM38 genome using HISAT2 and quality control metrix were extracted using publicly available workflows on Terra (https://portal.firecloud.org/?return=terra#methods/GP-TAG/SS2_scRNA_pipeline/32). Following alignment, the count data was batch-corrected with ComBat-seq^185^. Batch-corrected and converted Transcripts Per Million matrices were then used on all subsequent analyses. Differential expression analysis was completed using the DESeq2 package in R^186^.

### RNAscope in situ hybridization assay

To validate the RNA-seq results and assess the spatiotemporal expression pattern of top DEGs, in situ RNA hybridization was performed on histologic sections from cultured follicles and ovaries using the RNAscope 2.5 HD Detection Kit RED and HybEZ Hybridization System (Advanced Cell Diagnostics, Inc., Newark, CA). The protocol was optimized according to the manufacturer’s instructions. Tissue sections were treated with heat, hydrogen peroxide, and protease treatment before treatment with the target gene probes and amplification system. The probes were then labeled with a chromogenic red dye after which the tissue was stained with hematoxylin and eosin and mounted for imaging with an EVOS cell imaging system (Thermo Fisher Scientific).

### RNAscope quantification for asymmetry

Validated genes were selected based on the top differentially expressed gene in each of our four comparisons with a TPM value of ≥ 3 in the region of interest, excluding mitochondrial genes and genes without functional RNAscope probes. To assess spatial asymmetry of top DEGs within the antral follicle wall, regions of interest from tissue sections treated with the RNAscope in situ hybridization assay were computationally processed for Moran’s Local Autocorrelation analysis to identify regions of relatively elevated mRNA levels. Antral follicles from tissue sections were isolated in ImageJ and processed using the ImageJ plugin Trainable Weka Segmentation to identify probe and cell area according to protocols published by the RNAscope manufacturer. After segmentation and pseudocoloring, a grid of square regions of interest the size of an average cell in the follicle wall were added in ImageJ. The image was then split into thresholds to separate the cell area from the probe area. Measurements of cell area and probe count per region of interest were then taken along with the coordinates of the center of the region. These data points were used in the python package Python Spatial Analysis Library (PySAL) to compute Moran’s local autocorrelation statistics and plot regions of elevated local Moran’s statistics^108^.

### Analysis of single-cell transcriptomic datasets for cell type specificity

Cell Ranger was used for demultiplexing after acquiring the raw sequencing data as well as the subsequential alignment^187^. Seurat 4.2 was used in R 4.2.2 was used for initial quality filtering which removed cells with greater than 20% mitochondrial gene expression or less than 3000 expression counts^188–192^. The dataset then went through scaling, normalization, dimension reduction, doublet removal, and clustering, which is how granulosa and theca cell clusters across the time course of ovulation are subsetted. The heatmap shows the expression of those genes in this single-cell dataset.

### Statistics and reproducibility

Statistical analysis was performed using GraphPad Prism 9.0 (GraphPad Software Inc., San Diego, CA, USA). Data in figures are represented as the mean ± standard deviation. When comparing nuclear to cytoplasmic ratio, StAR mRNA expression, and live/dead cell ratio, a two-way ANOVA with Tukey correction for multiple comparisons was used to analyze the statistical significance between groups. A *p*-value < 0.05 was considered statistically significant. Sample are noted in the figure legend of each dataset and raw data for generated graphs is included in Supplementary Data 1.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Review file

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

Associated RNA-seq data can be found at the Gene Expression Omnibus (GSE266449). All other data are available from the corresponding author on reasonable request.

# Supplementary material for: Follicle-intrinsic and spatially distinct molecular programs drive follicle rupture and luteinization during ex vivo mammalian ovulation
**Source:** Commun Biol. 2024 Oct 23;7:1374. doi: 10.1038/s42003-024-07074-9
**Supplement:** Supplementary file 2 — Supplementary Information

## **Supplementary Figures**

**Supplementary Figure 1.** All sequenced samples were of high quality.

All sequenced samples had similar numbers of A) genes detected, B) % ribosomal content, and C) estimated library size. D) Samples cluster together based on media conditions (hCG and no hCG).

**Supplementary Figure 2.** RNAscope *in situ* hybridization assay demonstrates consistent expression patterns with sequencing results in non-enriched sample groups.

A) Expression levels of top enriched genes within the other media condition. B-D) All four genes exhibited lower expression levels in the media condition that was not shown in Figure 3. The patterns for genes with detectable expression (*Fxyd1* and *Nap1l5*) were consistent with the transcriptomic results. Representative images were chosen from 4-6 replicates per gene and per condition.

**Supplementary Figure 3.** Additional comparisons between putative unruptured side and unruptured side (post-hCG).

A) 3,330 genes were enriched in the putative unruptured side and 2,994 genes were enriched in the unruptured side post-hCG. B) Samples clustered together by media condition. GO analysis for biological processes was completed on genes enriched in the C) putative unruptured side and D) unruptured side using Gene Ontology powered by PANTHER.

**Supplementary Figure 4.** Additional comparisons between putative ruptured side and ruptured side (post-hCG).

A) 4,945 genes were enriched in the putative unruptured side and 1,942 genes were enriched in the unruptured side post-hCG. B) Samples clustered together by media condition. GO analysis

for biological processes was completed on genes enriched in the C) putative unruptured side and D) unruptured side using Gene Ontology powered by PANTHER.

### **Supplementary Tables**

**Supplementary Table 1.** Genes regulating pathway analysis on unique and overlapping terms from differential expression analysis within each follicle half.

### **Supplementary Data**

**Supplementary Data 1.** Source data behind the graphs in the manuscript.

**Supplementary Data 2.** Complete list of differentially expressed genes between putative ruptured and putative unruptured sides.

**Supplementary Data 3.** Complete list of differentially expressed genes between ruptured and unruptured sides post-hCG.

**Supplementary Data 4.** Complete list of differentially expressed genes between putative unruptured and unruptured sides.

**Supplementary Data 5.** Complete list of differentially expressed genes between putative ruptured and ruptured sides.

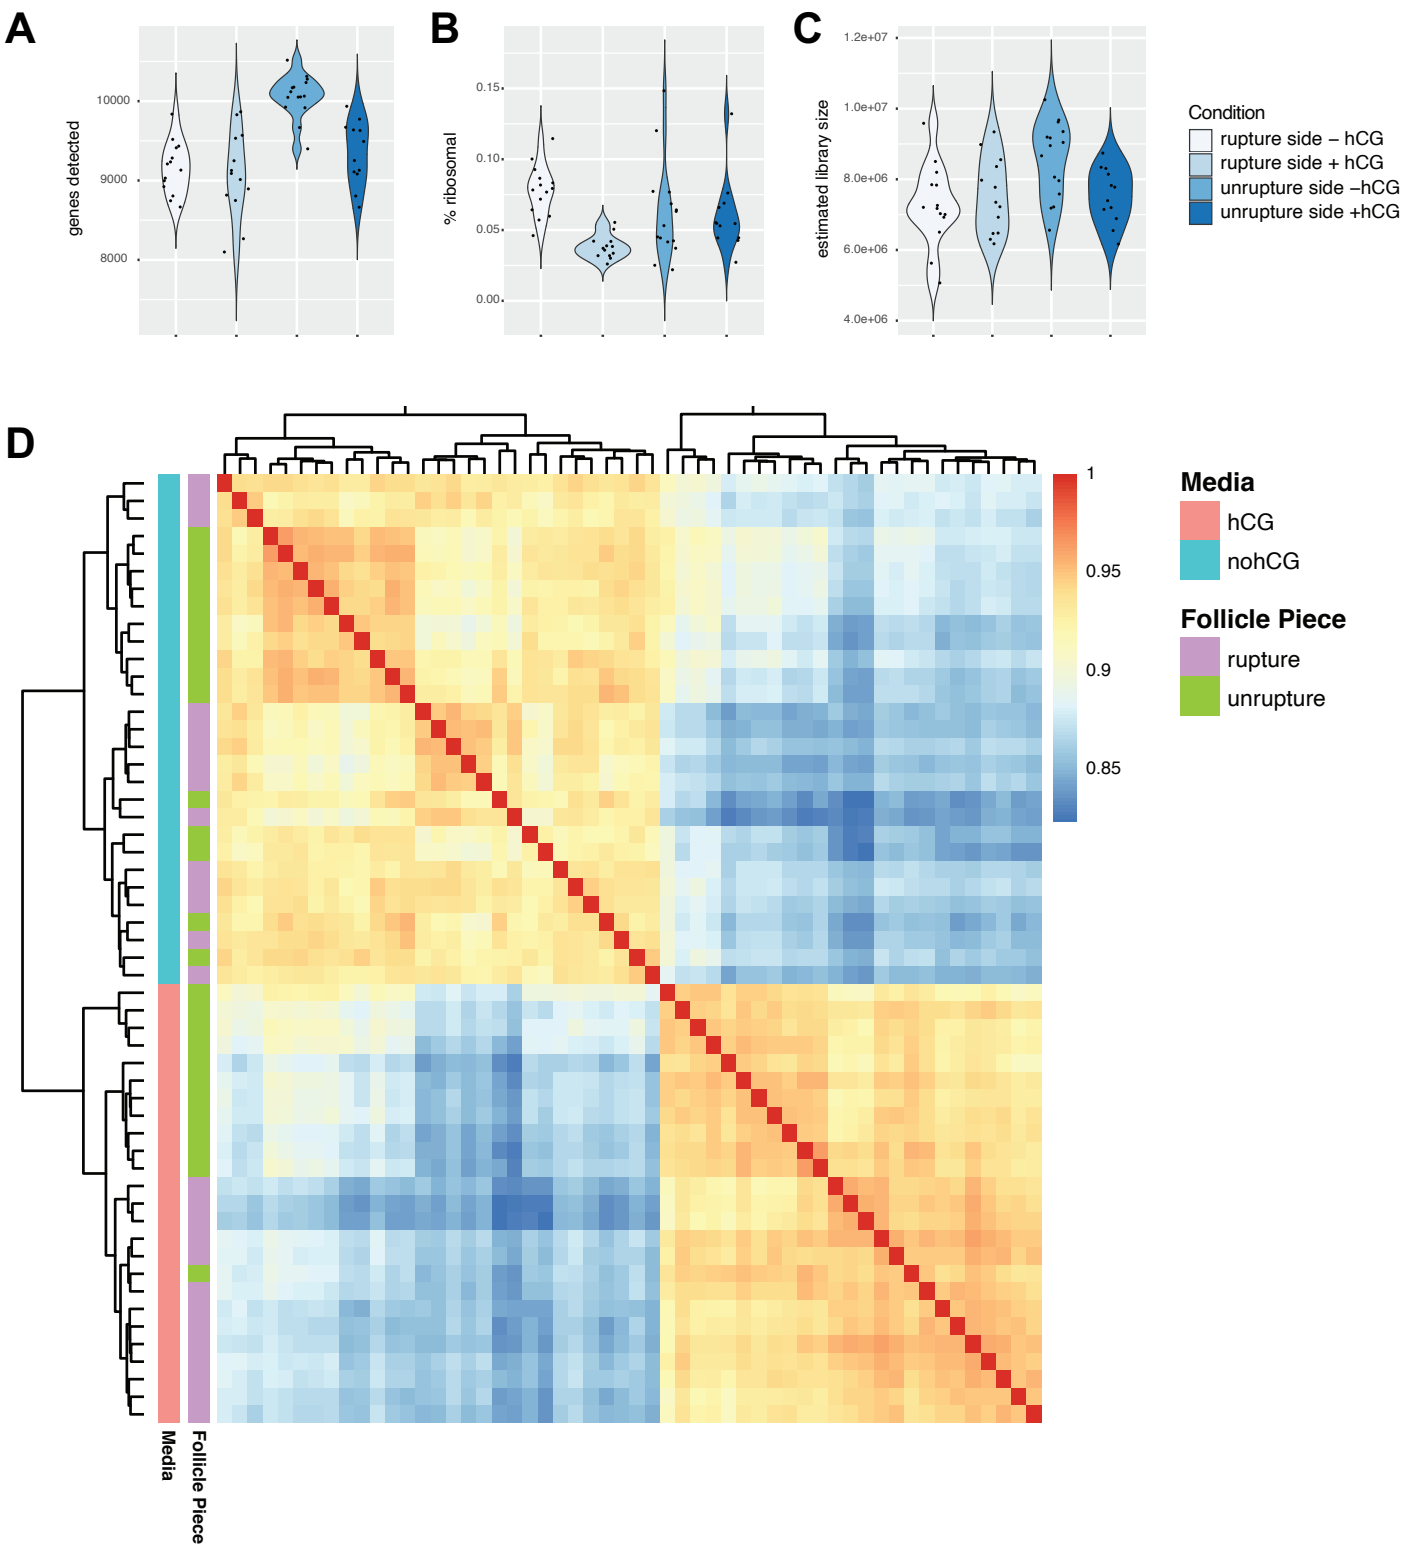

**Supplementary Figure 1.** All sequenced samples were of high quality. All sequenced samples had similar numbers of A) genes detected, B) % ribosomal content, and C) estimated library size. D) Samples cluster together based on media conditions (hCG and no hCG).

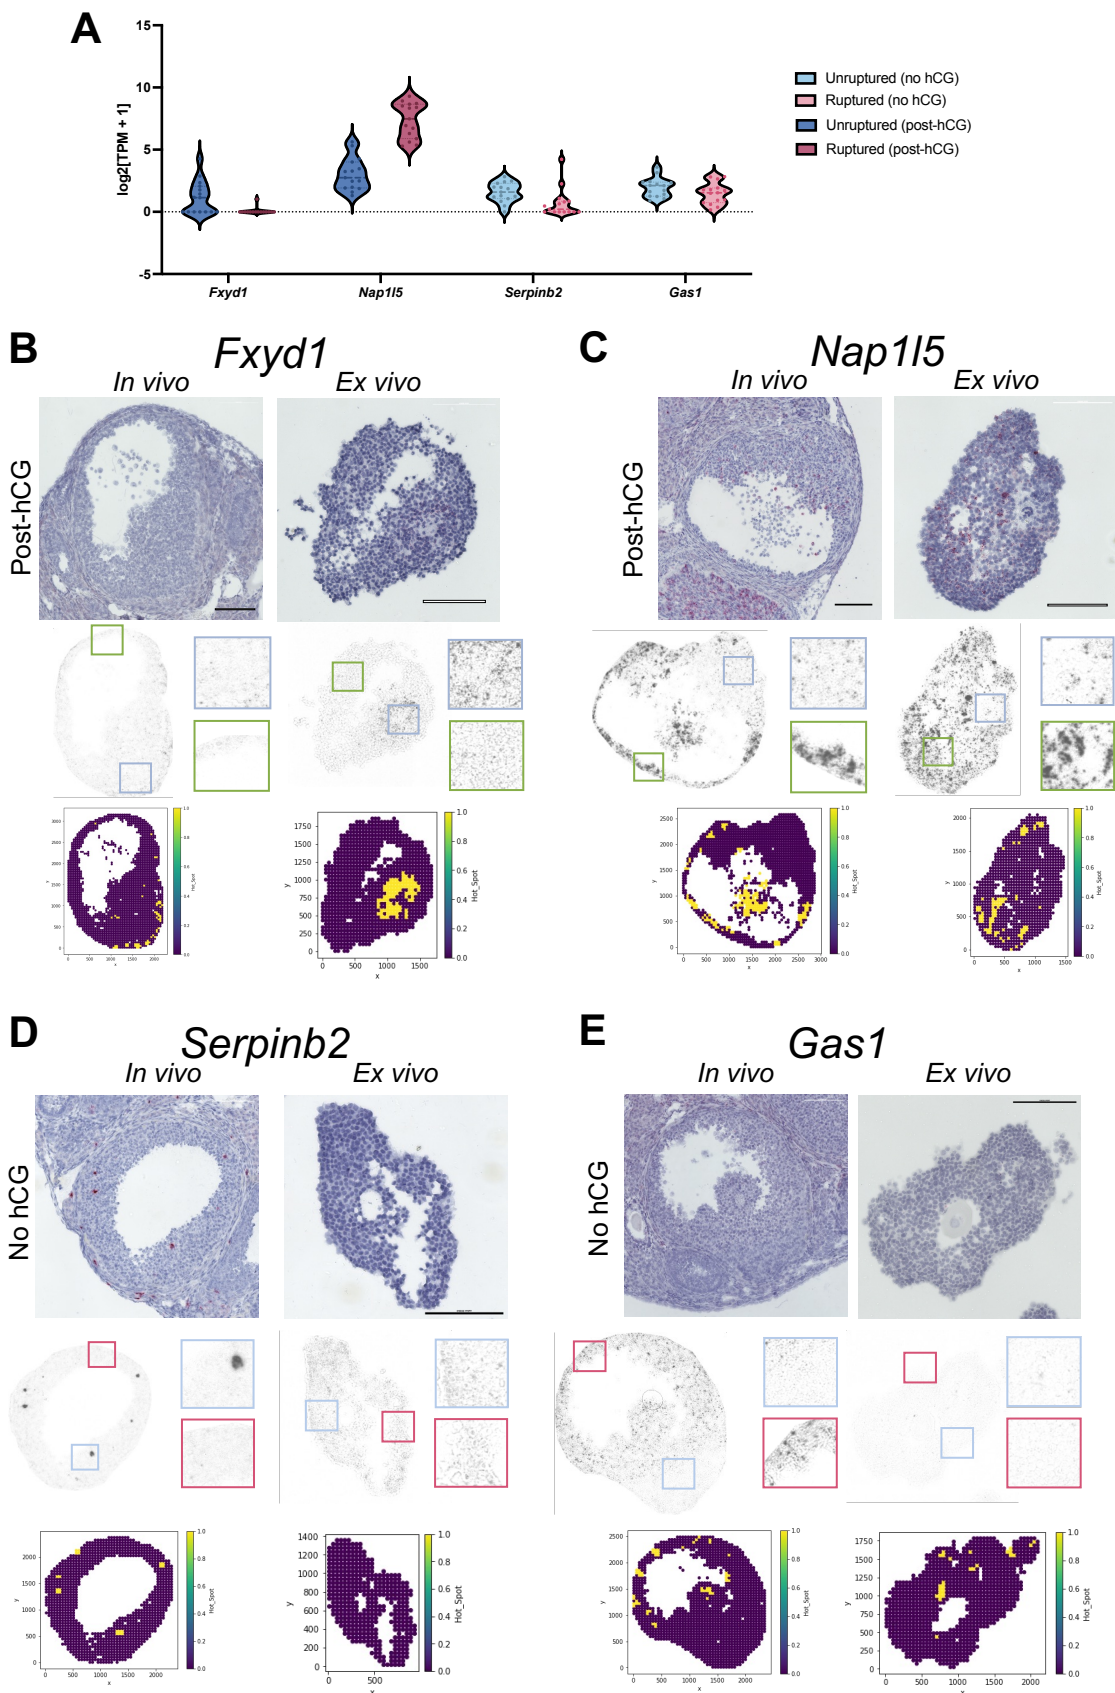

**Supplementary Figure 2.** RNAscope *in situ* hybridization assay demonstrates consistent expression patterns with sequencing results in non-enriched sample groups.

A) Expression levels of top enriched genes within the other media condition. B-D) All four genes exhibited lower expression levels in the media condition that was not shown in Figure 3. The patterns for genes with detectable expression (*Fxyd1* and *Nap115*) were consistent with the transcriptomic results.

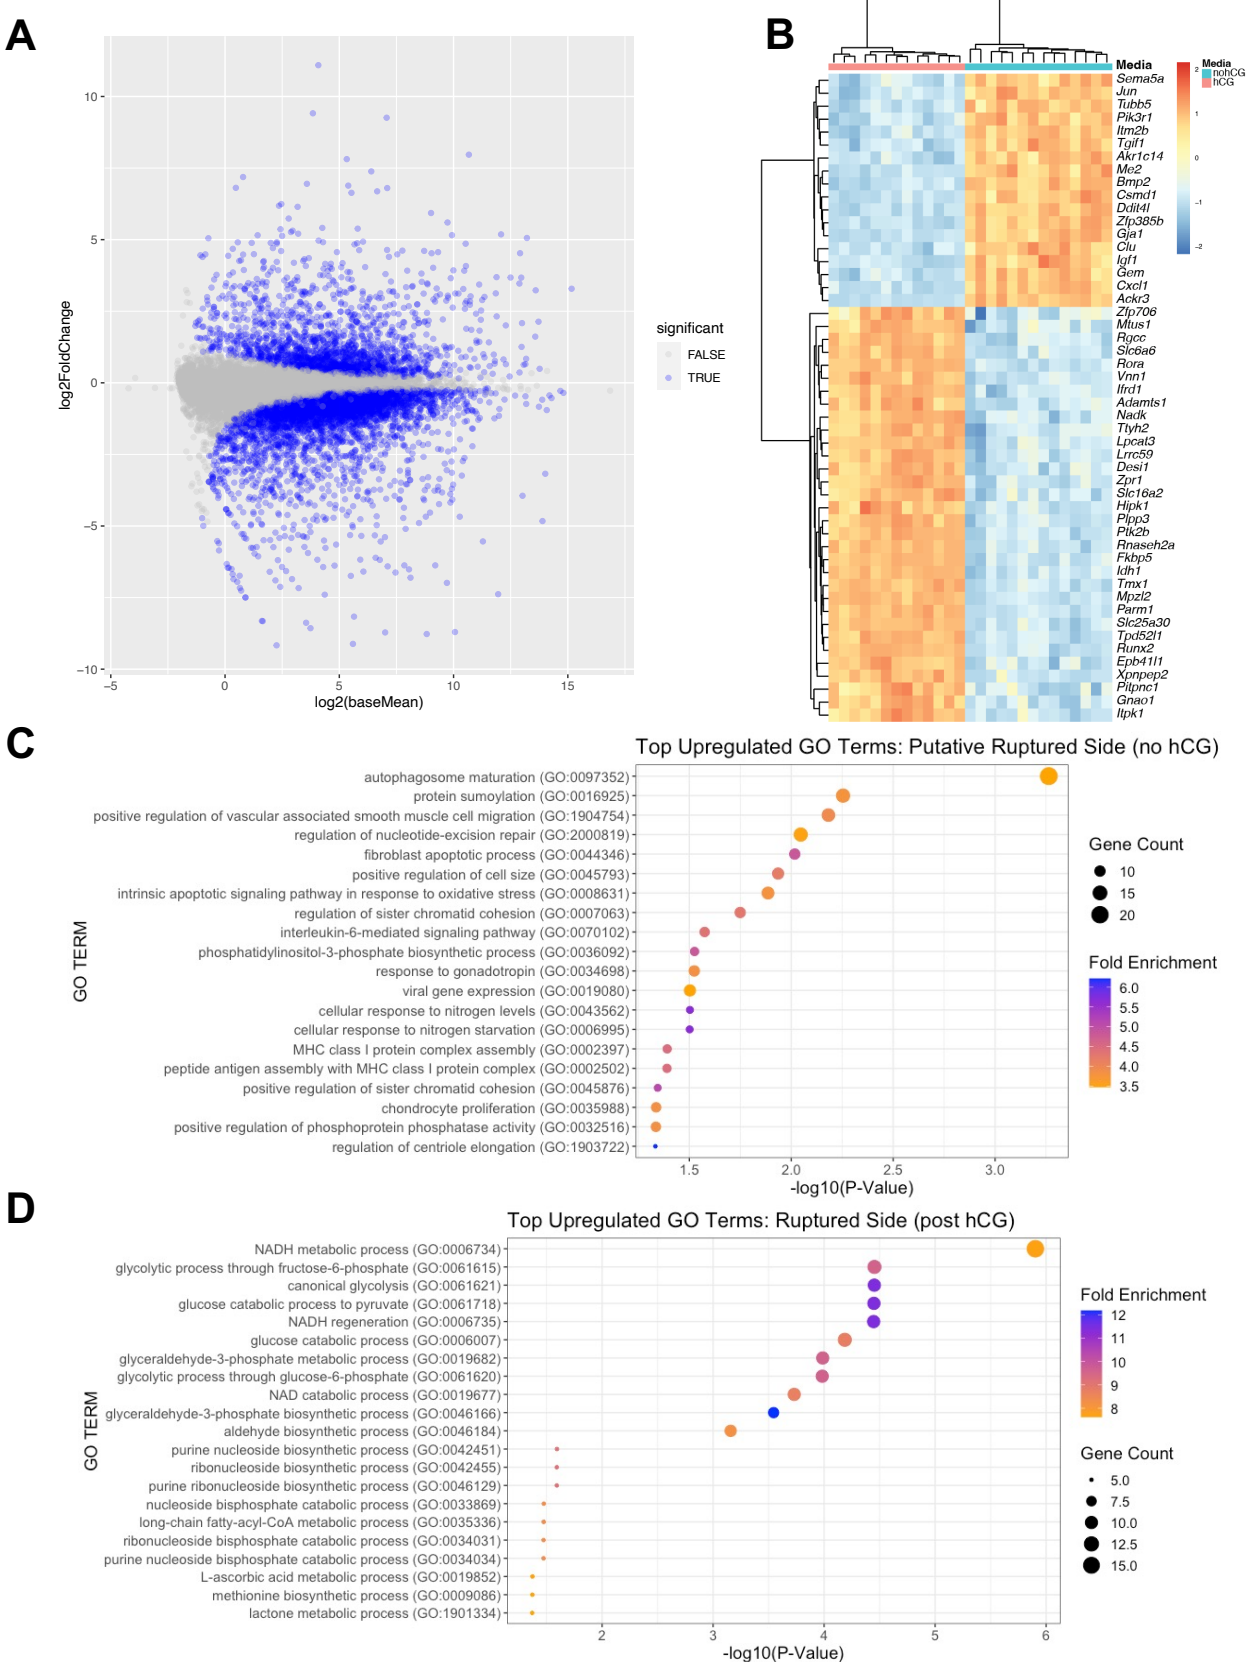

**Supplementary Figure 4.** Additional comparisons between putative ruptured side and ruptured side (post-hCG). A) 4,945 genes were enriched in the putative unruptured side and 1,942 genes were enriched in the unruptured side post-hCG. B) Samples clustered together by media condition. GO analysis for biological processes was completed on genes enriched in the C) putative unruptured side and D) unruptured side using Gene Ontology powered by PANTHER.

**Supplementary Table 1:** Genes regulating pathway analysis on unique and overlapping terms from differential expression analysis within each follicle half.

| <b>Putative Unruptured (no hCG) overlap with Unruptured (post-hCG)</b>                                                                                                                                                                           |                                                                                                                                                                       |                                                                                                                                                                                                                                          |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Putative Unruptured only</b>                                                                                                                                                                                                                  | <b>Overlapping</b>                                                                                                                                                    | <b>Unruptured only</b>                                                                                                                                                                                                                   |
| 662 genes                                                                                                                                                                                                                                        | 396 genes                                                                                                                                                             | 689 genes                                                                                                                                                                                                                                |
| <b>Supramolecular Fiber Organization:</b><br><i>Col14a1, Flii, Col12a1, Dpt, Slain2, Thsd4, Loxl2, Cnn2, Cdc42, Serpinh1, Ripk1, Rac1, Zbed3, Tmod1, Crtap, Gsn, Tpm3, Tpm2, Shroom3, Serpinb8, Rhoa, Cd2ap, Fkbp1a, Mfap4, Eppk1, Evi, Myl9</i> | <b>Collagen Organization:</b><br><i>Col16a1, Lum, Mmp2, Capg, Nid1, Nid2, Col1a1, Col3a1, Ccdc80, Bmp1, Col1a2, Flrt2, Col5a, Col4a1, Col5a2, Col8a1, Tgfb1, Ddr2</i> | <b>Cellular Respiration:</b><br><i>Ndufa13, Ndufb8, Ndufb7, Ndufa11, Cox4i1, Cox4i2, Ndufb3, Ndufb2, Cox7a2, Uqcr11, Cox6a1, Cox5b, Cox7c, Uqcrh, Ndufv3, Ndufv1, Cox8a, Ndufa7, Ndufa6, Ndufa5, Mdh2, Ndufa2, Ndufa1, Cox6c, Cox6b1</i> |
| <b>Cell Proliferation:</b><br><i>Cdkn1c, Bmp4, Sfrp1, Dusp10, Erbb2, Eppk1, Scn5a, Prkd1, Mcc, Hras, Nme1, Lims1</i>                                                                                                                             | <b>Integrin Signaling:</b><br><i>Cd63, Lama2, Flna, Emp2, Lamb1, Timp1, Nid1</i>                                                                                      | <b>Glycolytic processes:</b><br><i>Ldha, Tpi1, Pkm, Pgk1, Aldoc, Eno1, Eno2, Gapdh, Pfkf, Hk1</i>                                                                                                                                        |
|                                                                                                                                                                                                                                                  |                                                                                                                                                                       |                                                                                                                                                                                                                                          |
| <b>Putative Ruptured (no hCG) overlap with Ruptured (post-hCG)</b>                                                                                                                                                                               |                                                                                                                                                                       |                                                                                                                                                                                                                                          |
| <b>Putative Ruptured only</b>                                                                                                                                                                                                                    | <b>Overlapping</b>                                                                                                                                                    | <b>Ruptured only</b>                                                                                                                                                                                                                     |
| 851 genes                                                                                                                                                                                                                                        | 190 genes                                                                                                                                                             | 398 genes                                                                                                                                                                                                                                |
| <b>Cholesterol Metabolism:</b><br><i>Sqle, Nsdhl, Mvk, Insig1, Pmvk, Msmo1, Mvd, Hmgcr, Hsd17b7, Tm7sf2, Fdft1</i>                                                                                                                               | <b>Axon/Neural projection:</b><br><i>Cyfp2, Notch2, Eph4, Nell1, Sema7a, Alcam, Sema3c, Dag1, Plxna1, Sema4f</i>                                                      | <b>Protein Catabolism:</b><br><i>Ubb, Psme3, Ptk2b, Ube3a, Ctsc</i>                                                                                                                                                                      |
| <b>Mitotic Processes:</b><br><i>Stil, Plk2, Plk1, Kif23, Aurkb, Mzt1, Ndc80, Cenpe, Tpx2, Incenp, Kifc, Prc1, Dlgap5, Clasp2</i>                                                                                                                 | <b>Amino Acid Transport:</b><br><i>Slc6a6, Slc7a6, Slc7a8, Slc3a2, Slc38a5</i>                                                                                        | <b>Oxidative Processes:</b><br><i>Acadvl, Aplp2, Plin5, Chchd4, Lox, Loxl3</i>                                                                                                                                                           |
| <b>DNA Damage Response:</b><br><i>Pidd1, Cradd, Plk2, Myo6, Sesn2, Atrx, Mdm2, Rps27l, Gtse1</i>                                                                                                                                                 |                                                                                                                                                                       |                                                                                                                                                                                                                                          |

# Supplementary material for: Follicle-intrinsic and spatially distinct molecular programs drive follicle rupture and luteinization during ex vivo mammalian ovulation
**Source:** Commun Biol. 2024 Oct 23;7:1374. doi: 10.1038/s42003-024-07074-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File name: Supplementary Data 1

Description: Source data behind the graphs in the manuscript.

File name: Supplementary Data 2

Description: Complete list of differentially expressed genes between putative ruptured and putative unruptured sides.

File name: Supplementary Data 3

Description: Complete list of differentially expressed genes between ruptured and unruptured sides post-hCG.

File name: Supplementary Data 4

Description: Complete list of differentially expressed genes between putative unruptured and unruptured sides.

File name: Supplementary Data 5

Description: Complete list of differentially expressed genes between putative ruptured and ruptured sides.

# Supplementary material for: Follicle-intrinsic and spatially distinct molecular programs drive follicle rupture and luteinization during ex vivo mammalian ovulation
**Source:** Commun Biol. 2024 Oct 23;7:1374. doi: 10.1038/s42003-024-07074-9
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used for data collection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Data analysis   | Transcriptomic data was analyzed using publicly available workflows ( <a href="https://portal.firecloud.org/?return=terra#methods/GP-TAG/SS2_scRNA_pipeline/32">https://portal.firecloud.org/?return=terra#methods/GP-TAG/SS2_scRNA_pipeline/32</a> ). It was further analyzed using ComBat-seq and DESeq2 packages on R. Analysis of RNAscope in situ hybridization data was completed using Trainable Weka Segmentation on ImageJ and Python Spatial Analysis Library (PySAL) on Python. Statistical analysis was performed with GraphPad Prism 9.0. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Associated RNA-seq data can be found at the Gene Expression Omnibus (GSE266449). The dataset is currently private but will be made public upon publication.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample sizes were determined using power calculations derived from G\*Power software for a power value of 80%.

### Data exclusions

No data was excluded from the manuscript.

### Replication

All attempts at reproducing experimental results were successful. RNAseq results were not replicated due to cost, but results were validated and were consistent across replicates.

### Randomization

For follicle culture experiments, follicles grown in individual replicates were divided randomly into groups.

### Blinding

Blinding was not relevant to this study.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

- n/a Involved in the study
- ☒ ☐ Antibodies
- ☒ ☐ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern
- ☒ ☐ Plants

- n/a Involved in the study
- ☒ ☐ ChIP-seq
- ☒ ☐ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

CD-1 strain, age PND 14-16.

Wild animals

This study did not involve wild animals.

Reporting on sex

This study was on female reproductive tissues. As such, only female mice were used.

Field-collected samples

This study did not involve field-collected samples.

Ethics oversight

All animal work was approved by Northwestern IACUC.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

N/A

Novel plant genotypes

N/A

Authentication

N/A

How the deposited data were processed for this re-analysis (not part of the article)

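RNA-seq of single follicle sides was taken up for 54 libraries in 4 groups: the putative unruptured and putative ruptured sides of follicles cultured without hCG, and the unruptured and ruptured sides 12 h post-hCG. The authors made cDNA from each side with Smart-Seq2, aligned paired-end reads to GRCm38 with HISAT2 in a public workflow, corrected counts for batches with ComBat-seq and, per their text, converted them to TPM. The deposited tables hold an estimated count per gene and library, fractions included, which the authors made by counting the aligned reads with a program that the paper's text does not name. The deposited TPM values are counts that the authors scaled by transcript length and by library, and the paper's text does not state the program used or whether either table precedes the batch correction. The names of both tables call their genes coding. All columns were matched to samples, with 0 left over. Of 25149 genes, 21985 had a count in at least 1 library, and totals ran from 1497071 to 2834734 counts with a median of 2157092.

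Counts were rounded, filtered with edgeR's expression filter (minimum count 10, minimum total 15), scaled by TMM and tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test, Benjamini-Hochberg FDR of 0.05) in 5 comparisons: the sides without hCG, the sides post-hCG, the media on the unruptured side, the media on the ruptured side, and the interaction of side and medium. The biological coefficient of variation was 0.262 for hCG on the unruptured side, 0.239 for hCG on the ruptured side and 0.258 for the interaction. On simulated data with the library totals and spread of each comparison, in the order given, and 200 genes changed 2-fold or 4-fold, edgeR found 91.5%, 91.0%, 92.0%, 91.0% and 86.0% of them in the right direction, and DESeq2 98.0% to 87.0% and limma 97.0% to 84.5%. Of the unchanged genes, edgeR called 8, 6, 3, 10 and 6, DESeq2 16, 14, 8, 15 and 7, and limma 6, 7, 7, 9 and 4. For DESeq2 these were 7.55%, 6.70%, 3.94%, 7.11% and 3.87% of the genes called. On simulated libraries with no gene changed, the test of PC1 passed p = 0.05 in 4.50% of data sets with the real totals. Those libraries had the same spread for every gene, wider than that of the data, so the rate need not hold for the data.

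Principal components, sample correlations, detected genes and marker levels used log2(TPM + 1) or counts with permutation tests in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Gene lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2. They were the lists of Table 2 and Supplementary Table 1, lists of ribosomal protein, mitochondrially encoded and respiratory chain genes chosen by symbol, and marker lists for oocyte, granulosa, cumulus, theca, smooth muscle, endothelial, immune and surface epithelium cells, hypoxia response, p53 targets, cell cycle, immediate early genes and genes induced or suppressed by LH. The genes named are those the paper names for the RNA-seq data, and in each comparison the 3 with the largest log2FC in each direction past an FDR of 0.05, with a mean of at least 1 CPM and a count in at least 0.5 of the libraries of the higher group. Positions come from the GENCODE annotation of GRCm38, which held one position for 77.9% of the genes in the tables.

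Alternatives tried were DESeq2 1.42.0, with and without shrinkage by apeglm 1.24.0, RLE size factors, library totals only, no filter, a filter at a mean of 20 counts, all 4 groups in one fit, counts thinned to the smallest library, limma on log2(TPM + 1) and the replicate number as a factor. For principal components and correlations they were scaled genes, log2 CPM, Spearman's rho, a pseudocount of 0.1 and no filter, for detected genes a minimum of 10 counts or 1 TPM, and for lists fry and an estimated correlation. Thinning for principal components and correlations and refits without single libraries were added after the data had been seen. The gene ontology enrichment, the single-cell data and the RNAscope images were not analysed here, and no list was tested for the interaction. Names in the paper's tables that matched no gene symbol were left out of the lists.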

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

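The refits without single libraries, the genes left out of the theca and immune markers and the limit of p = 0.05 for the test of the immune markers were chosen only after results had been seen.

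The difference between sides itself differed between media for 892 of 10013 genes (interaction of side and hCG, FDR of 0.05, edgeR), 426 with a log2FC more positive post-hCG and 466 more negative. Side labels were shuffled within each medium in 100 splits, the real one included, and 1 of 100, the real one, gave as many genes, with at most 1 gene in any other, which argues against a random grouping of libraries. The number was 971 with DESeq2, 775 with limma on log2(TPM + 1), 706 without a filter and 787 after thinning to the smallest library, where 716 of the genes were shared, so the lower depth of the putative ruptured libraries is no full account of it. Its division by direction depended on the scaling: 230 and 660 genes with library totals only, and 88 and 687 with limma, as the median of all genes moved to −0.11 and −0.18. A response to hCG that differs between the sides, and pieces whose mix of cell types differed more in one medium than in the other, both stay open, and neither was tested for these genes as a set. Library batches are not assigned in the labels and were not tested.

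Among these, 63 genes passed an FDR of 0.05 between the sides in opposite directions in the 2 media, 41 of them higher on the putative unruptured side and then on the ruptured side and 22 the reverse, and all passed the interaction. An example, chosen after its values were seen, is *Ckb*, with a log2FC of −0.90 without hCG, 0.63 post-hCG and 1.53 for the interaction. The number was 71 with DESeq2, 52 after thinning, 54 with library totals only (14 and 40 in the respective directions) and 35 with limma (4 and 31). Opposite calls occurred under each of these alternatives, while their main direction depended on the scaling, and how many of the genes were shared was not counted. No biological explanation was tested.

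The genes with the greatest interaction in each direction stood out by a difference between media. For *Rpl9-ps6*, on GRCm38 chromosome 19, 32465865 to 32466578, the interaction was 3.95 (SE 0.85, FDR = 0.00168, edgeR, and 0.000415 to 0.00857 over the alternatives), from −1.98 without hCG (FDR = 0.00582, edgeR) to 1.95 post-hCG (FDR = 0.0259, edgeR), and the latter did not pass with DESeq2 (1.99, FDR = 0.143, and 0.0163 to 0.143 over the alternatives). With apeglm shrinkage, the interaction shrank to 0.15. It had a count in 15 of 15 putative unruptured, 10 of 14 putative ruptured, 8 of 12 unruptured and 12 of 13 ruptured libraries. Its name marks a pseudogene of *Rpl9*, while the annotation lists it as protein-coding, and reads shared with the parent gene may contribute, which the tables cannot test, and a variant of the outbred strain against the reference stays open as well.

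The interaction of *RP24-149G20.1* was 3.45 (SE 1.12, FDR = 0.0407, edgeR, and 0.0342 to 0.586 over the alternatives), and that of *RP23-42H18.6* was 3.34 (SE 0.78, FDR = 0.00338, edgeR, and 0.00278 to 0.0914). Among other alternatives, the former did not pass with DESeq2 (0.62), no filter (3.48) or limma (0.94), and the latter did not pass with limma (1.32). Putative unruptured replicate 1 held 2719 and 2695 counts of these genes, where the other libraries of its group had medians of 19.5 and 48 and at most 85 and 100. Without that library, the interactions were 0.64 (SE 0.56, FDR = 0.541, edgeR) and 1.30 (SE 0.37, FDR = 0.0184, edgeR), and the comparison as a whole called 913 genes. All 16 oocyte markers were highest in the same library, so transcripts of an oocyte left in that piece may account for most of both differences. Whether oocytes express these clone-named genes was not tested.

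In the other direction, the interaction was −4.97 for *Serpinb2* (SE 1.02, FDR = 0.000895, edgeR), −4.33 for *RP23-162H6.1* (SE 1.46, FDR = 0.0495, edgeR) and −4.33 for *Insl3* (SE 1.44, FDR = 0.0464, edgeR). Over the alternatives, the FDR lay between 0.000413 and 0.00381 for *Serpinb2*, 0.00665 and 0.744 for *RP23-162H6.1* and 0.00892 and 0.473 for *Insl3*. The values of *RP23-162H6.1* and *Insl3* rest on the low level of the ruptured side post-hCG, where the former had 2 counts and the latter 7, against 311 and 467 on the unruptured side, and, among other alternatives, neither passed without a filter (−4.31, FDR = 0.0743, and −4.30, FDR = 0.066), after thinning (−3.80, FDR = 0.0959, and −4.69, FDR = 0.0534) or with limma on log2(TPM + 1) (−0.38, FDR = 0.744, and −1.19, FDR = 0.473). *Insl3* is also in the theca marker list, so a lower share of theca cells in the ruptured pieces post-hCG may lie behind it, given a median log2FC of −3.13 for the 4 theca markers tested outside the matrix genes, which do not include *Insl3*. For *Serpinb2*, a response of the unruptured side to hCG stays open and was not tested apart from cell composition.

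Oocyte transcripts, which the paper does not discuss for these libraries, reached 1367 counts over 16 markers (summed TPM 220.3) in putative unruptured replicate 1, far from the next libraries, putative ruptured replicate 12 with 139 (summed TPM 36.5) and putative unruptured replicate 7 with 109. All 16 markers were highest in that library, among them *Zp3* (54.0 TPM), *Padi6* (46.0 TPM) and *Zp2* (37.3 TPM), which is consistent with an oocyte or part of one left in the piece. The log2 difference in summed TPM between the sides, with the numbers of ruptured libraries beyond the unruptured median and of genes in that direction (level ones counted as lower), was −0.79 (7 of 14 libraries, 16 of 16 genes, permutation p = 0.275, adjusted 0.335) without hCG and −0.27 (5 of 13 libraries, 13 of 16 genes, permutation p = 0.449, adjusted 0.465) post-hCG. Of the markers, 0 are named by the paper, 0 are in another marker list, and 6 had a mean of at least 1 TPM on the putative unruptured side and 0 on the putative ruptured side. A wrong label of that library, or material carried over in library preparation, was not tested apart from this.

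Immune markers, with *Ctss* left out because Table 1 lists it, reached 487 counts (summed TPM 188) in putative unruptured replicate 2, 400 in unruptured replicate 4 and 321 in putative unruptured replicate 1. All 10 were higher on the putative unruptured side, by −2.86 on the log2 scale of the summed TPM from the putative unruptured to the putative ruptured side (permutation p = 0.00091), and *Lyz2* differed most, by 30.3 TPM. Immune cells left in the unruptured pieces may therefore contribute to immune genes among those higher there. A larger number of such cells on that side in the follicle, and their uneven removal in dissection, cannot be separated with these libraries.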

How the results depend on the processing

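The thinned values of PC1 and of the sample correlations, and the refits without single libraries, were chosen only after results had been seen. Adding the batch as a factor was not run, because the labels give no batch.

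The separation along PC1 post-hCG (41.5) stayed past its threshold under all alternatives, between 44.1 with log2 CPM and 63.5 with scaled genes. Without hCG it did so with log2 CPM, a pseudocount of 0.1, no filter and thinning (40.3 to 51.5), and not with genes scaled to unit variance (16.0), where the sides separated along PC2 instead (permutation p = 1e-05, the smallest that the resamples can give). Scores on scaled genes are in other units, so their difference cannot be compared in size with the others. Post-hCG, scaling weakened the separation from 2.82 to 1.63 pooled SDs (permutation p = 0.00037). The ruptured libraries above every unruptured library fell from 12 to 5 of 13. Scaling gives genes with few counts the same weight as others, and the cause was not tested further. The sample correlations by side and by media stayed past the threshold with Spearman's rho, a pseudocount of 0.1, no filter and thinning, the lowest being 0.00740 for the putative sides without a filter.

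The lower number of detected genes on the putative ruptured side held at 10 counts and not at 1 TPM (−107) or after thinning (−175), so it depended on depth. Post-hCG, the difference held at 1 TPM and after thinning and not at 10 counts (−238), and the cause was not tested.

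The number of genes past an FDR of 0.05 stayed within 1.5 times for all comparisons and alternatives apart from limma on log2(TPM + 1) between the putative sides (999, 427 of them higher on the putative ruptured side). Thinning gave 1384, 1719, 4272, 4577 and 787 genes for the putative sides, the sides post-hCG, hCG on the unruptured side, hCG on the ruptured side and the interaction, so the depth of the smallest library would leave out some of the genes called. The division by direction moved further. With library totals only, 397 genes were higher on the ruptured side and 1830 on the unruptured side post-hCG, 1455 were higher post-hCG on the unruptured side, 1376 higher and 4242 lower post-hCG on the ruptured side, and 230 had a more positive log2FC post-hCG in the interaction. With limma on log2(TPM + 1), the corresponding counts were 211 and 2070 post-hCG, 1624 genes lower post-hCG on the unruptured side, 1450 higher post-hCG on the ruptured side and 88 in the interaction. Both leave out the TMM factors, and what else moved the counts with limma was not tested.

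The counts under the stricter criteria (|log2FC| of at least 1, FDR of at most 1e-05) moved most. Without hCG, there were 176 with DESeq2 (137 on the putative ruptured and 39 on the putative unruptured side), 167 with all 4 groups in one fit (138 and 29), 28 with limma (23 and 5), and 6 on the putative unruptured side without a filter. Post-hCG, there were 280 with DESeq2 (59 on the ruptured and 221 on the unruptured side), 199 without a filter (157 on the unruptured side), 150 on the unruptured side with library totals only and 16 on the ruptured side with limma. More genes are tested without a filter and more libraries inform the spread with all 4 groups, and the cause of the changes was not tested. The overlap of the unruptured sides was 430 genes with DESeq2 and 426 with library totals only, and that of the ruptured sides 102 with library totals only and 52 with limma, and the cause was not tested.

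Replicate numbers recur across groups, but the libraries with one number did not resemble each other throughout: in each comparison, the correlation of residuals between them had a median of −0.102, −0.0253, 0.00967 and 0.0532 for the putative sides, the sides post-hCG and hCG on the unruptured and on the ruptured side. Of these correlations, 3 of 14, 5 of 12, 2 of 12 and 4 of 13 were over 0.1, the highest being 0.465, 0.295, 0.203 and 0.313. The numbers were not taken to pair the samples, because not every correlation was over 0.1. Neither the labels nor the paper state that libraries with the same number came from the same follicle. These correlations therefore cannot exclude pairing by follicle, which was not modelled. With the replicate number as a block (replicate block), the counts were 1405, 1733, 4378 and 4934 genes in these comparisons and 712 for the interaction, with 5 genes under the stricter criteria on the putative unruptured side and 8 on the ruptured side. Of the fitted results for named genes, 90 kept direction and side of the threshold, 7 no longer passed and 3 newly passed. Those that no longer passed were the interactions of *RP24-149G20.1*, *RP23-162H6.1* and *Insl3* and 4 results without hCG. The latter were *Ptgs2* (log2FC 1.22, FDR = 0.156, edgeR), *RP23-42H18.6* (log2FC −1.12, FDR = 0.0536, edgeR), *RP24-149G20.1* (log2FC −1.08, FDR = 0.204, edgeR) and another clone-named gene (log2FC −0.61, FDR = 0.536, edgeR). By construction, the block uses up degrees of freedom and leaves out libraries whose number the other group lacks.

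Of the fitted results for genes named in the text, counted where an alternative tested the gene, 102 kept direction and side of the threshold with RLE size factors, 101 with library totals only, 99 without a filter, 94 with the stricter filter, 98 with DESeq2, 98 with apeglm shrinkage, 95 after thinning, 82 with all 4 groups and 84 with limma. No longer past the threshold were 1, 3, 4, 4, 2, 4 and 15 with library totals only, no filter, DESeq2, apeglm shrinkage, thinning, all 4 groups and limma, and 1 newly passed it with limma. Limma reversed *Insr* post-hCG (−0.0772, FDR = 0.755, and 0.0529 to 0.755 over the alternatives) and *RP24-149G20.1* post-hCG (−0.16, FDR = 0.697, and 0.67 to 0.9 over the alternatives), neither past the threshold, and the cause was not tested. A pseudocount of 0.1 changed none of the 103 differences in log2(TPM + 1), and DESeq2 kept 13 of those it could stand in for, with 3 no longer past the threshold and 1 newly past it.

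In refits without single libraries, run for called genes with over 0.5 of their group's counts in one library, 1613 genes between the putative sides became 1435 without putative unruptured replicate 7, of which 1416 were shared, and 1603 without putative unruptured replicate 1, of which 1495 were shared. *RP24-149G20.1*, without hCG and for the interaction, and another clone-named gene no longer passed without replicate 1, and *Saa3* no longer passed without replicate 7, while *RP23-42H18.6* and *C3* still passed.

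Of the results for gene lists in the 4 comparisons, 129 kept direction and side of the threshold with library totals only, 122 with the stricter filter, 100 with fry and 98 with camera's estimated correlation, under which 36 no longer passed. Newly past the threshold were 31 with fry, 2 with library totals only and 1 with the stricter filter, and no longer past it 2, 2 and 4. Between media on the unruptured side, 29 lists passed with fry and 0 with the estimated correlation (6 at an unadjusted p under 0.05), and on the ruptured side 26 and 1 (4 unadjusted). Fry tests whether a list changed at all rather than more than other genes, and the estimated correlation widens the spread of a list's mean where its genes vary together. Reversed, none past the threshold, were LH suppressed on the unruptured side with fry (FDR = 0.835) and the stricter filter (0.648, and 0.648 to 0.953 over the alternatives), Oxidative Stress on the unruptured side with the stricter filter (0.929, and 0.114 to 0.929 over the alternatives) and respiratory chain on the ruptured side with library totals only (0.566, and 0.551 to 0.917 over the alternatives), and the cause was not tested.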

Differences from the paper's values

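No test in this part was chosen after results had been seen, and the alternatives named were set before the data were examined.

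Under the stricter criteria, the paper gives 128 genes on the putative unruptured side and edgeR gave 3, and all alternatives differed as well, the nearest being DESeq2 with 39 and all 4 groups in one fit with 29. On the putative ruptured side, the paper gives 144 and edgeR gave 48. DESeq2 (137) and all 4 groups in one fit (138) came within 1.5 times of the paper's value, and the other alternatives did not. On the unruptured side post-hCG, the paper gives 358, which the legend of Fig. 3 words as the putative unruptured side in the post-hCG comparison and which is read here as the unruptured side, and edgeR gave 96, and no alternative came within 1.5 times, the nearest being DESeq2 with 221.

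For genes higher on the ruptured side post-hCG and not on the putative ruptured side, the paper gives 398 and edgeR gave 655. Library totals only (295), the stricter filter (586) and all 4 groups in one fit (591) came within 1.5 times of it, and the other alternatives did not. For genes higher without hCG on the ruptured side, the paper gives 4945, which the legend of Supplementary Fig. 4 words as the putative unruptured side under a title on the ruptured side and which is read here by the title, and edgeR gave 2597. DESeq2 (3527), library totals only (4242) and no filter (3671) came within 1.5 times, and the other alternatives did not.

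Of the log2FC values that Tables 1 and 2 of the paper give for single genes, 62 could be compared, none of opposite sign, with a median absolute difference of 0.0703 and r = 0.999. The edgeR values were not shrunk, and the paper's text does not state whether its values were. Among the alternatives, DESeq2 with apeglm shrinkage came nearest, with a median absolute difference of 0.0353. Further apart than the SE of the fitted log2FC were *Fst* post-hCG, at the paper's 2.025 and 2.34 here, and *Sfrp2* post-hCG, at the paper's 1.064 and 1.34 here. For *Fst*, the values lay within the SE with DESeq2 (2.33), library totals only (2.21), all 4 groups in one fit (2.34), limma (1.82) and apeglm shrinkage (2.25), and for *Sfrp2* with library totals only (1.20), all 4 groups in one fit (1.34), limma (1.06) and apeglm shrinkage (1.25), and not with the other alternatives.

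These tables list 45 single genes without hCG and 43 post-hCG, of which 33 and 29 passed the expression filter and 33 and 29 were called by edgeR. Without a filter, 45 and 42 were called, and with DESeq2 44 and 43. Of Supplementary Data 2, 4 and 5, which in full have 15845, 15885 and 15379 genes, only 1999, 1998 and 1998 genes were held here, so none of these files was compared as a whole.

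The paper's legend to Fig. 3 gives more libraries per group than the 14, 12 and 13 analysed here from the putative ruptured, unruptured and ruptured sides. The legend of Supplementary Fig. 1 describes the number of detected genes as similar and gives no minimum for detection. Here it differed by −595 between the putative sides at 1 count (permutation p = 2e-05). At 1 TPM (−107, permutation p = 0.51) and after thinning (−175, permutation p = 0.171), that difference did not exceed the spread between libraries. Post-hCG, the difference was −333 at 1 count (permutation p = 0.0208), −592 at 1 TPM (permutation p = 0.00071) and −409 after thinning (permutation p = 0.00014). At 10 counts it was −238 (permutation p = 0.198). The legend also describes the estimated library size as similar. Total counts here differed by −534696 between the putative sides (permutation p = 1e-05) and by 112377 post-hCG (permutation p = 0.285). The legend of Fig. 7A gives 622 genes where the text gives 662, and names the putative ruptured side there, and here 536 genes were higher on the putative unruptured side only.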

Other observations

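The genes left out of the theca and immune markers and the limit of p = 0.05 for the endothelial and immune tests were chosen only after results had been seen.

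To ask whether a random grouping of the libraries gives as many genes, condition labels were shuffled in 100 splits per comparison, the real one included. Between the putative sides, 1 of 100 splits, the real one, gave as many genes as the 1613 found, and the most in any other was 38. For the sides post-hCG, it was also 1 of 100, and the most in any other was 33, and for hCG on the unruptured and ruptured sides 1 and 1 of 100, with at most 1 gene in any other. The differences therefore go with the labelled groups, and an unassigned batch that follows them was not tested.

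Because the putative ruptured libraries held fewer counts, lower depth could underlie the genes found between the putative sides. With every library thinned to the smallest total, 1384 genes passed, 1313 of them shared with the 1613 found at full depth, which argues against depth as their main source. Over the alternatives, the side effect across genes had a Pearson's r between media from 0.311 without a filter to 0.479 with all 4 groups in one fit, with 0.425 for library totals only, 0.437 for the stricter filter and 0.464 for DESeq2.

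Collagen and matrix genes were higher on the unruptured side in both media, and a larger share of theca cells in the unruptured pieces may explain part of it. Theca markers that are not matrix genes had a median log2FC of −3.13 post-hCG, from 4 of 8 tested, 3 of them lower on the ruptured side, and of −1.49 without hCG, from 5 tested, 5 of them lower on the putative ruptured side. Past edgeR's FDR were 3 of these markers post-hCG and only 2 without hCG, where the weakest log2FC was −0.11. The most abundant theca marker was *Col3a1*, itself a matrix gene, with a mean of 499 and 95.7 TPM on the putative unruptured and ruptured sides and 308 and 8.92 TPM post-hCG. Granulosa markers had medians of 1.58 without hCG and 0.63 post-hCG, with 11 of 12 and 6 of 9 tested higher on the ruptured side. Of the 15 theca and 12 granulosa markers, the paper itself names 6 and 5, 0 and 4 are in another marker list, and 13 and 10 had a mean of at least 1 TPM on the putative unruptured side. A change of matrix expression within theca cells stays open and was not tested.

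For the angiogenesis genes higher on the putative unruptured side, endothelial cells left in the unruptured pieces cannot be told apart from a change in other cells, because the test stood near its limit and most markers lay under 1 TPM. The summed TPM of 10 endothelial markers differed by −0.61 on the log2 scale from the putative unruptured to the putative ruptured side (permutation p = 0.069), and 9 markers were higher on the putative unruptured side. Of the markers, 1 had a mean of at least 1 TPM there, 0 are named by the paper and 0 are in another marker list, with a median difference of 0.210 TPM and the largest for *Egfl7* (2.00 TPM). The paper's angiogenesis genes differed by a median of 2.16 TPM and by up to 63.8 TPM for *Itgb1*. *Egfl7* was the most abundant, with a mean of 5.93 TPM on the putative unruptured and 3.93 TPM on the putative ruptured side. Post-hCG, the endothelial markers differed by −0.67 (10 of 13 libraries, 10 of 10 genes, permutation p = 0.0243, adjusted 0.0401).

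The immune markers, *Ctss* included, differed between the sides by −2.90 (13 of 14 libraries, 11 of 11 genes, permutation p = 0.00081, adjusted 0.00206) without hCG and −2.78 (13 of 13 libraries, 11 of 11 genes, permutation p = 4e-05, adjusted 0.000187) post-hCG. Without *Ctss*, the permutation p between the putative sides was 0.00091, so immune cells left in the unruptured pieces are a candidate explanation for *Ctss* and other immune genes there. On the putative ruptured side, 1 of 11 immune markers had a mean of at least 1 TPM, against 4 on the putative unruptured side, 1 is named by the paper and 0 are in another marker list. The most abundant, *Lyz2*, had a mean of 34.9 TPM on the putative unruptured side and 4.58 TPM on the putative ruptured side.

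Genes of ribosomal proteins were higher on the unruptured side post-hCG, and with library totals only their median log2FC was −0.55, against −0.14 for all genes, so the scaling of the libraries does not account for it. A bias by transcript length was tested with 82 genes matched in transcript length and expression, whose median log2FC was −0.0269, which argues against such a bias. Reads shared with ribosomal protein pseudogenes and a change in the mix of cells stay open, and GC content was not tested. Between media, the ribosomal list had a median of 0.15 on the unruptured side (camera FDR = 0.00727) and −0.10 on the ruptured side (camera FDR = 0.372).

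Other marker lists are given as values, as log2 differences in summed TPM from the unruptured to the ruptured side, with the numbers of ruptured libraries beyond the unruptured median and of genes in that direction (level ones counted as lower), and 1e-05 as the smallest permutation p that the resamples can give. Targets of p53 differed by 1.06 (13 of 14 libraries, 8 of 10 genes, permutation p = 1e-05, adjusted 9.33e-05) without hCG and 0.40 (13 of 13 libraries, 7 of 10 genes, permutation p = 0.0124, adjusted 0.0249) post-hCG, and cell cycle genes by 1.09 (13 of 14 libraries, 12 of 12 genes, permutation p = 0.00304, adjusted 0.00709) without hCG and 0.76 (10 of 13 libraries, 12 of 12 genes, permutation p = 0.0377, adjusted 0.0587) post-hCG. Hypoxia response genes differed by −0.17 (12 of 14 libraries, 11 of 12 genes, permutation p = 0.43, adjusted 0.465) without hCG and −0.75 (13 of 13 libraries, 12 of 12 genes, permutation p = 1e-05, adjusted 9.33e-05) post-hCG. Smooth muscle markers differed by −1.74 (13 of 14 libraries, 8 of 8 genes, permutation p = 0.00026, adjusted 0.000809) without hCG and −1.00 (11 of 13 libraries, 6 of 8 genes, permutation p = 0.00055, adjusted 0.00154) post-hCG, surface epithelium markers by −0.97 (12 of 14 libraries, 6 of 6 genes, permutation p = 0.0237, adjusted 0.0401) without hCG and −0.52 (10 of 13 libraries, 5 of 6 genes, permutation p = 0.0853, adjusted 0.119) post-hCG and cumulus markers by 1.08 (14 of 14 libraries, 6 of 7 genes, permutation p = 4e-05, adjusted 0.000187) without hCG and −0.10 (10 of 13 libraries, 5 of 7 genes, permutation p = 0.445, adjusted 0.465) post-hCG. LH-induced genes differed by −1.10 (12 of 14 libraries, 6 of 14 genes, permutation p = 0.0136, adjusted 0.0254) without hCG and 0.18 (8 of 13 libraries, 6 of 14 genes, permutation p = 0.221, adjusted 0.281) post-hCG, and without hCG most of the sum was *Cyp11a1*, with 380.4 of 464 TPM on the putative unruptured and 108 of 186 TPM on the putative ruptured side, while 8 of 14 genes were higher on the putative ruptured side. LH-suppressed genes differed by 1.97 (14 of 14 libraries, 5 of 6 genes, permutation p = 8e-05, adjusted 0.00028) without hCG and 0.83 (12 of 13 libraries, 4 of 6 genes, permutation p = 0.00505, adjusted 0.0109) post-hCG and immediate early genes by 0.36 (9 of 14 libraries, 8 of 12 genes, permutation p = 0.136, adjusted 0.182) without hCG and −0.13 (6 of 13 libraries, 6 of 12 genes, permutation p = 0.404, adjusted 0.465) post-hCG. Mitochondrially encoded genes had a median log2FC of 0.04 between the putative sides (camera FDR = 0.242) and −0.10 post-hCG (camera FDR = 0.456), and between media −0.42 on the unruptured side (camera FDR = 0.103) and −0.64 on the ruptured side (camera FDR = 0.0147).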
